# Bottlebrush polymer conjugates for enhanced antisense oligonucleotide therapy in myotonic dystrophy type 1

**DOI:** 10.1093/nar/gkag619

**Published:** 2026-06-24

**Authors:** Yao Li, Christopher Oetheimer, Yuyan Wang, Gyu Seong Heo, Jiaqi Wu, Rong Chang, Wei Zhang, Elle Schneider, Junjie Chen, Yang Fang, Yun Wei, Keqing Nian, Hengli Zhang, Lauren Sherman, Yongjian Liu, Ke Zhang

## Abstract

Oligonucleotides are a promising class of genetic medicine for myotonic dystrophy type 1 (DM1), the most common adult-onset muscular dystrophy. However, poor muscle distribution of nucleic acid drugs following systemic administration has hindered drug development, and no curative treatment currently exists. DM1 pathology requires drug localization to the nucleus, where pathogenic mutant RNA is sequestered, posing additional challenges after cellular internalization regarding endosomal escape and nuclear uptake. Here, we show that a locked nucleic acid oligonucleotide targeting mutant CUG repeat RNA tracts, conjugated to a bottlebrush polymer, exhibits improved muscle distribution and potent correction of DM1-associated splicing dysregulation in a DM1 mouse model. Significant improvements in myotonia, body weight, and grip strength were observed. The conjugate was well tolerated following 12 weeks of weekly intravenous administration. These findings suggest that bottlebrush polymer conjugates may overcome key limitations of conventional oligonucleotide therapeutics for neuromuscular conditions, with potential to become a potent and cost-effective DM1 therapy.

## Introduction

Myotonic dystrophy type 1 (DM1) is a multisystem muscle-wasting disease caused by an unstable CTG repeat expansion mutation in the 3′-untranslated region (UTR) of the DM1 protein kinase (DMPK) gene. DM1 affects 1 in 2100 individuals and is the most common form of adult-onset muscular dystrophy [1]. The autosomal dominant mutation lengthens in successive generations, leading to increased disease severity and earlier symptom onset [2]. Pathogenesis is primarily attributed to the loss of function of muscleblind-like (MBNL) RNA-binding proteins, key regulators of pre-mRNA splicing. MBNL proteins colocalize with DMPK CUG-repeat (CUG^exp^) RNA hairpins, forming large nuclear aggregates or “foci,” leading to altered signaling pathways and gene splicing abnormalities [3]. The HSALR20b (HSA^LR^) mouse model, which carries a (CTG)_220_ repeat in the 3′-UTR of a human skeletal muscle actin transgene, recapitulates the RNA gain-of-function pathology of DM1 in skeletal muscle with high fidelity and reproducibility, making it well-suited for evaluating muscle-targeted therapeutics [4].

Antisense oligonucleotides (ASOs) are a growing class of drugs with attractive qualities, including high specificity, customizability, and robust manufacturing. ASOs exert their therapeutic effect by hybridizing to and blocking or enzymatically degrading target RNA. ASOs have gained considerable recent commercial successes, as seen in multiple exon-skipping therapeutics for Duchenne muscular dystrophy (DMD) and a groundbreaking spinal muscular atrophy drug, highlighting the promise of ASOs for neuromuscular diseases [5, 6]. In DM1, targeting CUG^exp^ RNA can prevent secondary structure formation and limit entrapment of MBNL proteins, leading to recovery in the pathogenic alternative splicing responsible for the DM1 phenotype [3, 7–9]. Interestingly, in preclinical studies, RNase H-inactive steric-blocking ASOs have been reported to achieve significant repeat RNA reduction accompanied by partial splicing correction [8, 10–12]. While the precise mechanism has not been identified, one possibility is that the destabilization of the RNA–MBNL protein complex by the competing ASO leads to enhanced nuclear export of repeat RNA and degradation [11].

Traditional ASO efficacy in muscle following systemic administration is limited by rapid renal clearance, low membrane permeability, and poor biodistribution to target tissues [13–16]. Various chemical modifications, including 2′ ribose modifications, internucleotide linkages, and backbone replacements, have been developed to increase nuclease resistance, elevate duplex stability, and improve tropism to targeted tissues [17, 18]. Several delivery strategies have also been employed to increase ASO muscle biodistribution, cellular uptake, endosomal escape, and nuclear trafficking, including conjugation with cationic cell-penetrating peptides and transferrin-receptor 1 (TfR1) targeting antibodies [12, 19, 20]. While these approaches show potential in clinical studies, there remains room for improvement in splicing correction efficiency, innate/adaptive immune responses, and toxicity [21–26]. To date, no approved curative treatment exists for DM1, with current therapies focusing on symptom management [27].

We have previously shown that conjugation of oligonucleotides to branched polyethylene glycol (PEG) bottlebrush polymers can lend entropic shielding to the oligonucleotides without interfering with on-target hybridization, thereby limiting off-target interactions and immunogenicity [28–32]. While structurally simple, these conjugates, termed pacDNA (polymer-augmented conjugates of DNA), evade renal clearance due to their large size (∼300 kDa, ∼30 nm), improve plasma pharmacokinetics (25-fold and 19-fold increase in elimination half-life and area under the curve, respectively, versus free oligonucleotide) [28], and enhance biodistribution to a variety of organs and tissues through the multiple-pass effect and improved membrane adsorption [33–37]. Earlier studies demonstrate that pacDNA, owing to its near-neutral surface, is taken up predominantly via mixed endocytosis/pinocytosis pathways and trafficked through endolysosomal compartments [28, 38, 39]. As demonstrated by the activity of both noncleavable and bioreducible versions of pacDNA, productive delivery likely does not require linker cleavage prior to target engagement [28, 33, 37]. The results of this study in DM1 mice further suggest nuclear localization of the pacDNA, though the precise efficiency of nuclear delivery remains to be defined. Here, we report the results of a proof-of-concept study testing a pacDNA conjugate targeting toxic CUG^exp^ RNA for the treatment of DM1.

## Materials and methods

### Experimental design

This study evaluated the delivery efficiency, therapeutic efficacy, and safety of bottlebrush polymer conjugated locked nucleic acid (LNA) ASOs (pacDNA) for the treatment of DM1. The HSA^LR^ transgenic mouse model was selected for its well-characterized DM1-like features, including CUG^exp^ RNA nuclear foci, splicing dysregulation, myotonia, and muscle weakness.

To assess the delivery performance of pacDNA, we first examined its biodistribution in skeletal muscle of treated mice and its nuclear localization in DM1 patient-derived cells, to confirm both tissue uptake and intracellular target engagement. To evaluate dose-dependent efficacy, HSA^LR^ mice were injected intravenously with pacDNA at 5.3, 21.2, or 42.4 mg/kg. To assess durability and long-term tolerability, a separate cohort received weekly intravenous injections for 12 consecutive weeks, beginning at 8 weeks of age.

Therapeutic outcomes were assessed by RNA sequencing to quantify transcriptome-wide splicing correction and gene expression changes. Functional improvement was evaluated by pinch-induced myotonia scoring, grip strength testing, and body weight monitoring. Safety was evaluated through cytokine and chemokine profiling, anti-PEG IgM/IgG quantification, and serum biomarkers of hepatic and renal function.

### Materials and reagents

Methoxy PEG Amine, HCl Salt (A3052) was purchased from Jenkem Technology, USA. Phosphoramidites and supplies for DNA synthesis were obtained from Glen Research Co., USA. All other materials were obtained from MilliporeSigma, Fisher Scientific Inc., USA, or VWR International LLC, USA, and were used as received unless otherwise indicated.

### Instrumentation

Reversed-phase high-performance liquid chromatography (RP-HPLC) was performed on a Waters (Waters Co., MA, USA) Breeze 2 HPLC system coupled to a Symmetry® C18 3.5 μm, 4.6 × 75 mm reversed-phase column and a 2998 PDA detector, using TEAA buffer (0.1 M) and HPLC-grade acetonitrile as mobile phases. Aqueous GPC (gel permeation chromatography) measurements were performed on a Waters Breeze 2 GPC system equipped with Ultrahydrogel™ 1000, Ultrahydrogel™ 500, and Ultrahydrogel™ 250, 7.8 Å × 300 mm column, and a 2998 PDA detector (Waters Co., MA, USA). 0.1 M sodium nitrate (pH 7.0) was used as the eluent, running at a flow rate of 0.8 ml/min.

*NN*-dimethylformamide (DMF) GPC was performed on a TOSOH EcoSEC HLC-8320 GPC system (Tokyo, Japan) equipped with a TSKGel GMHHR-H, 7.8 × 300 mm column, and RI/UV-Vis detectors. HPLC-grade DMF with 0.05 M LiBr was used as the mobile phase, with samples run at a 0.5 ml/min flow rate. GPC calibration was performed with a PEG/polyethylene oxide Readycal set (Sigma–Aldrich, USA).

### Cell culture and animals

Human DM1 patient-derived fibroblasts carrying an ∼2000 CTG repeat mutation in the DMPK gene and healthy control fibroblasts were obtained from the NIGMS Human Genetic Cell Repository at the Coriell Institute for Medical Research (GM03989, GM07492). Cells were passaged and cultured in Eagle’s minimum essential medium with 10% fetal bovine serum (FBS), 1% antibiotic antimycotic, and 1% nonessential amino acid solution in 5% CO_2_ at 37°C. All cell counting was performed using Trypan Blue and a hemocytometer. Cells were cryopreserved for storage in 90% FBS with 10% dimethyl sulfoxide (DMSO) (1 ml).

Homozygous HSA^LR^ transgenic mice (human skeletal actin long repeat line 20b, Strain #032031) and FVB/N (Strain #001800) were purchased from The Jackson Laboratory, USA [4]. Animal experiments were conducted at Northeastern University and carried out in accordance with approved Institutional Animal Care and Use Committee guidelines (protocol number: 22-0309). Adult mice aged ∼8 weeks were injected via tail vein with pacDNA, free ASO, or scramble/brush polymer controls dissolved in 200 µl of sterile phosphate-buffered saline (PBS). Animals were humanely euthanized by CO_2_ at indicated time points for tissue collection. Blood for serum analysis assays was collected from the submandibular vein at indicated time points.

### Antisense oligonucleotides

Custom oligonucleotides were synthesized on a Dr. Oligo 48 DNA synthesizer (Biolytic Lab Performance, Inc., Fremont, CA). Short-length single-stranded DNA with a sequence of 5′-CAGCAGCAG-3′ of LNA-modified bases was made, and dT-DBCO was attached at the 5′ end for downstream “click” reactions. All-LNA scramble control oligonucleotides (pacDNA-Scr, 5′-CGCACAAGG-3′) were synthesized in parallel. A fluorescent probe with a sequence of 5′-(Cy-3)-C**A**GC**A**GC**A**GCAG**C**AG**C**AG**C**A-3′ (bold = LNA modification) was synthesized for fluorescence *in situ* hybridization (FISH) assays [40]. All DNA was synthesized using 1 μmol controlled pore glass (CPG) dT columns or 200 nmol Cy-3 CPG columns. Oligonucleotides were cleaved from the CPG solid support and deprotected in aqueous ammonium hydroxide solution (28%–30% NH_3_) at room temperature for 16 h. Free oligonucleotides were purified by RP-HPLC. If necessary, dimethoxytrityl protecting groups were removed by treatment with 20% acetic acid for 1 h followed by three ethyl acetate extractions. Purified DNA was quantified on a NanoDrop® ND-1000 UV-Vis Spectrophotometer and lyophilized for storage at −20°C.

### Synthesis and purification of pacDNA conjugates

Norbornenyl bromide was synthesized using a two-step synthesis involving maleimide (one equiv.), furan (one equiv.), 1,4-dibromobutane (four equiv.), and K_2_CO_3_ (five equiv.) as previously described [28]. 5-Norbornene-2-acetic acid succinimidyl ester (norbornenyl NHS ester) was synthesized via a reaction of exo-5-norbornene carboxylic acid (MilliporeSigma, 1 equiv.) and N-hydroxysuccinimide (Thermo Fisher, 1.4 equiv.) in the presence of 1-ethyl-3-(3-dimethylaminopropyl)carbodiimide (EDCI) (MilliporeSigma, 1.3 equiv.) as a carboxyl-activating agent in dichloromethane (DCM) for 16 h at room temperature. The product was purified by silica column chromatography with a 2:1 hexane:ethyl acetate mobile phase. Norbornene-PEG was synthesized as previously described by reacting norbornenyl NHS ester (1.5 equiv.) and methoxy-PEG amine HCl salt (JenKem Technology USA, 1 equiv.) in the presence of *N,N*-diisopropylethylamine (DIPEA) (Thermo Fisher, 1.5 equiv.) in DCM for 16 h at room temperature [41]. The product was precipitated in cold anhydrous ethyl ether, washed 3×, and lyophilized for storage at −20°C. Third-generation Grubbs’ catalyst was prepared by reacting 2nd Generation Grubbs Catalyst (MilliporeSigma, 1 equiv.) with 3-bromopyridine (MilliporeSigma, 100 equiv.), followed by precipitation in cold hexane as previously described [42].

Diblock bottlebrush polymer was synthesized via ring-opening polymerization of norbornenyl bromide and norbornenyl PEG using 3rd generation Grubbs’ catalyst [28]. DMF-GPC was performed to quantify the molecular weight, polydispersity index, and yield of the bottlebrush polymer. Purified bottlebrush polymer was conjugated with an azide group by substitution reaction with sodium azide (Thermo Fisher, 100 equiv.). Azide-functionalized bottlebrush polymer (1 equiv.) and DBCO (dibenzocyclooctyne)-modified DNA (2.2 equiv.) were reacted in a standard copper-free “click chemistry” reaction for 24 h at 55°C as previously described [43]. The conjugated pacDNA product was purified by aqueous GPC with a 1 M sodium nitrate mobile phase in an Ultrahydrogel 250 Å column. ASO loading per polymer was assessed by aqueous GPC, comparing the intensities of free ASO and bottlebrush polymer conjugated peaks. Average conjugation efficiency is ∼90%, yielding 2.0 ASOs loaded per polymer. Gel electrophoresis was performed using 2% agarose gel in 1× tris/borate/EDTA (TBE) buffer with a running voltage of 120 V. Gel images were acquired on an Alpha Innotech Fluorochem Q imager. DLS and ζ potential data were recorded on a Malvern Zetasizer Nano-ZSP (Malvern, UK). After DNA conjugation and purification, the pacDNA was desalted using a NAP-25 column (Cytiva) and lyophilized for storage at −20°C.

### Fluorescence *in situ* hybridization and confocal microscopy

Human fibroblasts were seeded in a 12-well confocal plate and treated with various concentrations of pacDNA or controls for 24 h. Then, cells were fixed in 4% PFA at 4°C followed by permeabilization with 70% ethanol overnight. Pre-hybridization was then performed using a buffer (30% formamide, 2× SSC) for 10 min. Hybridization was performed using a FISH probe 5′-(Cy-3)-C**A**GC**A**GC**A**GCAG**C**AG**C**AG**C**A-3′ (bold = LNA modified, 2 ng/µl) in a buffer containing formamide, SSC, bovine serum albumin, yeast tRNA, dextran sulfate, and vanadyl ribonucleoside complex [40]. Cells were stained with DAPI (Thermo Fisher) for 10 min and washed 3× with PBS. Images were acquired on a Zeiss LSM 880 confocal laser scanning microscope under identical settings (Carl Zeiss Ltd., Cambridge, UK). Foci were counted by eye in ∼250 nuclei in each sample group. Confocal imaging of live cells was conducted by a similar procedure, omitting the steps of fixation, permeabilization, and hybridization. Dual-labeled pacDNA was synthesized using Cy5-L9-DBCO ASO, which was then conjugated to Cy3-labeled bottlebrush polymer at a 1:1 Cy3:Cy5 ratio for qualitative assessment of signal colocalization *in vitro* as previously described [33].

### RNA isolation

HSA^LR^ or FVB/N wild-type (WT) mice were euthanized, and muscle samples were collected from the quadriceps and flash frozen in liquid nitrogen and stored at −80°C. Individual sections were homogenized in a lysis buffer containing 1% β-mercaptoethanol (BME) on a Beadblaster 24R Microtube Homogenizer (Benchmark Scientific, NJ, USA). Total cellular RNA was extracted using the RNeasy® Fibrous Tissue Mini Kit (Qiagen), and RNA quality and quantity were assessed on a NanoDrop® ND-1000 UV-Vis Spectrophotometer.

### ^89^Zr radiolabeling to measure biodistribution

For radiolabeling, pacDNA was synthesized with two desferrioxamine (siderophore-derived chelator) functionalities per molecule, which were used to chelate ^89^Zr-oxalate at a ratio of ~500 kBq to 1 μg. The radiochemical labeling yields were monitored by instant radio-thin-layer chromatography. Radio-fast protein liquid chromatography with a size-exclusion column was used to remove unchelated ^89^Zr. To evaluate biodistribution/clearance and perform small animal PET (positron-emission tomography) imaging, CD-1 mice were i.v. injected with ~500 MBq of pacDNA in 100 μl saline. Mice were anesthetized with inhaled isoflurane and re-anesthetized before euthanasia by cervical dislocation at predetermined time points (24 h, 3, 7, and 14 days post-injection, *n* = 4/time point). Organs/tissues of interest were collected, weighed, and radio-counted. Standards were prepared and measured along with the samples to calculate the percentage of the injected dose per gram of tissue (%ID/g). PET scans were carried out at two of the four time points (24 h and 7 days) prior to the euthanization of the mice. The microPET images were corrected for attenuation, scatter, normalization, and camera dead time and co-registered with microCT images.

### RNA sequencing

Isolated RNA from quadriceps was sent for total RNA sequencing (Novogene), targeting 40 million reads per sample. After polyA enrichment and quality control, libraries were sequenced on an Illumina PE150 system to obtain paired-end reads of 150 bp. After trimming and alignment, reads were mapped to the mouse genome (*Mus musculus* GRCm39), and analysis was performed in RStudio using DESeq2, clusterProfiler, fgsea, gsva, and Rsubread packages. The Benjamini–Hochberg method was applied to account for multiple testing. Adjusted *P*-values (padj <.05) were then used to filter differentially expressed genes. Gene set enrichment analysis (GSEA) and gene set variation analysis (GSVA) were performed to assess functional gene expression changes after pacDNA-L9 treatment. To identify genes showing recovery patterns after treatment, we calculated recovery scores for each differentially expressed gene between WT and NT conditions. The Recovery Score was defined as the ratio of the absolute difference between the normalized gene expression (*E*) in the treated cohort and WT to the sum of absolute differences between the treated cohort and WT, and the treated cohort and NT. Lower scores indicate better recovery toward the WT state. The top 25% of genes with the lowest recovery scores were selected for heatmap visualization. Gene expression values were normalized using DESeq2’s size factors and transformed into *z*-scores for heatmap visualization.

\begin{eqnarray*}\textrm{Recovery}\ \textrm{Score} =\frac{\left| E_T - E_{\mathrm{WT}} \right|}{\left[ \left| E_T - E_{\mathrm{WT}} \right| + \left| E_T - E_{\mathrm{NT}} \right| \right]}.\end{eqnarray*}

Levels of endogenous genes containing short (CUG)_*n*_ (*n* = 2–25) RNA tracts were examined for potential off-target effects of the pacDNA (Supplementary Table S3). Human ACTA1 transgene expression was quantified from sequencing data by aligning fastq files to the reference sequence (Gene ID: 58) using HISAT2 (v2.2.1) [44]. The resulting SAM files were converted to sorted BAM files with SAMtools (v1.13), and read counts mapping to hACTA1 were normalized to GTF2B expression as previously described [45].

Splicing events were calculated using the replicate multivariate analysis of transcript splicing statistical model across five distinct splicing modes (SE, A5SS, A3SS, MXE, RI) [46]. Events were considered significant if they met both an FDR threshold (<0.01) and a minimum of 10 junction counts per sample. Splicing mode analysis was performed by calculating the fraction of disease-associated splicing events (FDR < 0.01 in NT versus WT) that were normalized by treatment, defined as events no longer reaching significance (FDR > 0.01) in the pacDNA versus WT comparison.

The percent corrected PSI for each individual splicing event *x* was calculated using the following formula, where PSI_WT_(*x*), PSI_NT_(*x*), and PSI_T_(*x*) represent the average PSI values for splicing event *x* in the WT, nontreated, and treated cohorts, respectively. The percent corrected PSI for each treatment group was calculated as the mean of the percent corrected PSI values across the 21 DM1-associated splicing events for each animal.

$$\\mathrm{Percent\ Corrected\ PSI}_x(\%) =\frac{\mathrm{PSI}_{NT}(x)-\mathrm{PSI}_{T}(x)}{\mathrm{PSI}_{NT}(x)-\mathrm{PSI}_{WT}(x)}\times 100$$

### Behavioral evaluation of myotonia and grip strength in HSA^LR^ mice

#### Tail-pinch-evoked myotonia scoring assay

To evaluate skeletal muscle myotonia, a blinded behavioral assay was conducted based on a series of tail-pinches. Mice were gently pinched on the lower back, ~1 cm cranial to the base of the tail, 15 times per session using blunt forceps. A semi-quantitative scoring system was applied to assess the severity of delayed hindlimb relaxation following each pinch, defined as follows:

- 3 = severe myotonia (bilateral hindlimb extension lasting >1 s)
- 2 = moderate myotonia (0.5–1 s)
- 1 = mild myotonia with quick recovery (<0.5 s)
- 0.5 = unilateral hindlimb extension
- 0 = no myotonic response

Mice were tested in a randomized order to avoid handling bias, and a 20-min rest was provided after every eight pinches to minimize fatigue. A mean score was calculated from the 15 trials to represent the myotonia severity of each individual mouse.

#### Grip strength and body weight measurements

Forelimb and hindlimb grip strength was measured using a Grip Strength Meter (Bioseb) at baseline and selected time points throughout the treatment period. Four independent readings were taken per mouse per session, and the average value was recorded. Results were compared with age- and sex-matched untreated HSA^LR^ and FVB/N WT control mice. Body weight was measured weekly using a calibrated digital scale.

#### Anti-PEG immune response

HSA^LR^ mice were administered PBS or pacDNA-L9 (10.6 mg/kg) weekly. As a positive control for PEG immunogenicity, a separate group of HSA^LR^ mice received 4 mg/kg of PEG-keyhole limpet hemocyanin (PEG-KLH), a known immunogenic PEG conjugate. Plasma (100 µl) was collected 1 and 3 weeks after the final dose. Anti-PEG IgG and IgM concentrations were measured using ELISA kits (Cat #PEGG-1 and #PEGM-1, Life Diagnostics, Inc.) according to the manufacturer’s protocol.

#### Multiplex analysis of cytokines and blood markers

HSA^LR^ mice were treated with pacDNA-L9, free L9 ASO, PBS, or lipopolysaccharide (LPS, 2 mg/kg) positive control. Plasma was collected 4 h after the final injection, and multiplex analysis of cytokines was performed using the Luminex™ 200 system (Luminex, Austin, TX, USA) by Eve Technologies Corp. (Calgary, Alberta). The 32-plex panel included Eotaxin, GM-CSF, IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-10, IL-12(p70), IL-13, IL-15, KC, LIX, MCP-1, and TNFα. The assay sensitivities of these markers range from 0.3–30.6 pg/ml. Individual analyte sensitivity values are available in the MilliporeSigma MILLIPLEX® MAP protocol. Serum chemistry biomarkers (Albumin, ALT, AST, ALP, blood urea nitrogen, calcium, creatinine kinase, creatinine, phosphorus, total protein, and total bilirubin) were quantified by Idexx Bioanalytics (Columbia, MO) according to company protocols.

#### Statistical analysis

For two-group and multigroup comparisons, we used unpaired two-tailed *t*-tests or multigroup analysis of variance (ANOVA) (GraphPad Prism 10.4.1 software, GraphPad, Inc.). We used the *F*-test to compare variances between the two groups. *P*-values denoted by * symbols were calculated in Prism. Data are presented as the mean ± SEM or mean ± s.d., with *n* values noted in all figure captions. A two-tailed nonparametric *t*-test was applied to compare two groups that have a statistically significant difference in variance (Foci counting, myotonia, body weight). One-way ANOVA followed by Tukey’s multiple comparison test was applied for percent corrected PSI analysis of the DM1 splicing panel and grip strength functional study.

## Results

### pacDNA enables the targeting of CUG^exp^ nuclear foci

Bottlebrush polymers were synthesized by sequential ring-opening metathesis polymerization of 7-oxanorbornenyl bromide (ONBr) and norbornenyl PEG_10 kDa_ (NPEG) to yield diblock polymers (pONBr_5_-*b*-pNPEG_30_), followed by azide substitution of the bromide as previously described (Fig. 1A and Supplementary Fig. S1A) [28]. An LNA oligonucleotide complementary to the CUG^exp^ repeat (5′-CAGCAGCAG-3′, fully LNA-modified, phosphodiester linkages, termed L9) with a DBCO functionalized 5′ end was conjugated to the polymer backbone via the strained cyclooctyne copper-free click reaction (∼2.0 ASO per polymer) [43]. Gel electrophoresis, dynamic light scattering, and aqueous GPC confirmed that the pacDNA-L9 particles are uniform in size, free from aggregation, and possess a near-neutral surface charge (zeta potential ζ ∼ −2.9 mV compared to ζ ∼ −38.0 mV for the free ASO) (Supplementary Fig. S1B–D) [28, 30].

**Figure 1.**
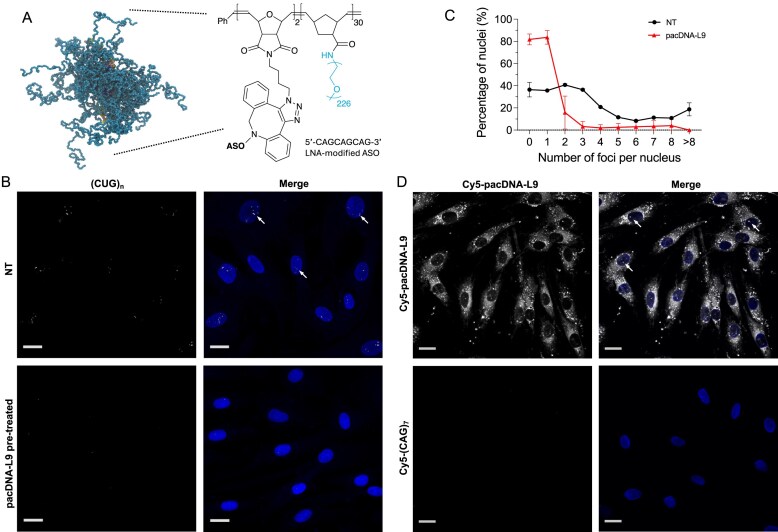
pacDNA-L9 enables targeting of CUGexp nuclear foci in primary human DM1 fibroblasts. (**A**) Chemical structure and molecular dynamics simulation of the pacDNA in water. (**B**) FISH of primary human DM1 fibroblasts (GM03989, 2000 CTG repeats) showing CUG^exp^ foci signal (highlighted with arrows) and DAPI-stained nuclei (upper two panels). FISH images of GM03989 cells following treatment with 1 μM pacDNA-L9 for 24 h (lower two panels). (**C**) Quantification of # of foci per nucleus in nontreated and pacDNA-L9-treated cells (250 nuclei counted per sample). (**D**) GM03989 cells treated with 1 μM Cy5-pacDNA-L9 for 24 h. Engagement with nuclear foci highlighted by arrows (upper two panels). GM03989 cells treated with 1 μM free Cy5-(CAG)_7_ for 24 h (lower two panels). Scale bars: 20 μm.

FISH was performed in primary human DM1 fibroblasts carrying a (CTG)_2000_ repeat mutation in the DMPK gene (GM03989, Coriell Institute for Medical Research). The CUG^exp^ foci characteristic of DM1 were detected as punctate patterns within the cell nuclei (Fig. 1A). When the cells were pre-treated with 1 μM pacDNA-L9 for 24 h, the number of foci detected by FISH per nucleus decreased (Fig. 1B), suggesting that the pacDNA-L9 conjugate or L9 fragments generated by intracellular nuclease activity can enter the nucleus and engage with target CUG^exp^ RNA without a transfection agent. Quantitatively, the percentage of nuclei with no detected foci increased from 16.8% to 44.7%, with all counted nuclei in the treated group possessing three or fewer foci (Fig. 1C). Additional replicate FISH experiments using escalating concentrations of pacDNA-L9 are provided in Supplementary Fig. S2.

When live cells were treated with fluorescently labeled Cy5-pacDNA-L9 or free Cy5-(CAG)_7_ for 24 h and imaged, the conjugate displayed improved cell and nuclear uptake relative to free ASO. The pacDNA showed nuclear accumulation in punctate patterns, suggesting its ability to engage with pathogenic target foci, while the free ASO showed little to no uptake by the cell (Fig. 1D). Using a transfection agent (Lipofectamine 3000) with free ASO significantly improves cellular uptake and also allows nuclear foci to be detected (Supplementary Fig. S3). Images collected from 24 to 96 h show no obvious change in ASO localization or nuclear distribution (Supplementary Fig. S4). To further explore the intracellular stability of pacDNA-L9, we conducted a dual-labeling study, in which Cy5-L9-DBCO was conjugated to Cy3-labeled brush polymer as previously described [33]. After 24 h incubation with GM03989 cells, signals remained largely colocalized, with both components accumulating in endosomes and to a lesser degree in the nuclei of cells (Supplementary Fig. S5). These results suggest that pacDNA-L9 can engage with nuclear targets as an intact structure despite its large size.

### pacDNA enhances pharmacokinetics and biodistribution to skeletal and cardiac muscles

To evaluate the biodistribution profile of pacDNA, a 14-day longitudinal biodistribution study was performed using CD-1 mice and ^89^Zr-radiolabeled pacDNA or unconjugated ^89^Zr-ASO bearing a poly(T) sequence. Of note, this sequence is entirely phosphodiester-linked and does not represent the pharmacokinetic improvements afforded by modification chemistries such as phosphorothioate (PS) oligonucleotides [47, 48]. The probe oligonucleotide was synthesized with two desferrioxamine functionalities per molecule, which were used to chelate ^89^Zr-oxalate. Radionuclide offers better real-time, quantitative, and deep-tissue imaging capabilities compared to fluorescence-based techniques. The use of ^89^Zr, which has a relatively long *t*_1/2_ of 3.27 days, makes it possible to monitor the injected dose for up to 2 weeks. *In vitro* studies in mouse serum demonstrated >95% stability after 9 days, ensuring the accurate tracking of radiolabeled conjugates *in vivo*. CD-1 mice were i.v. injected with ~500 MBq of sample in 100 μl saline. At predetermined time points (24 h, 3, 7, and 14 days post-injection, *n* = 4/time point), organs/tissues of interest were collected, weighed, and radio-counted (Fig. 2A and B).

**Figure 2.**
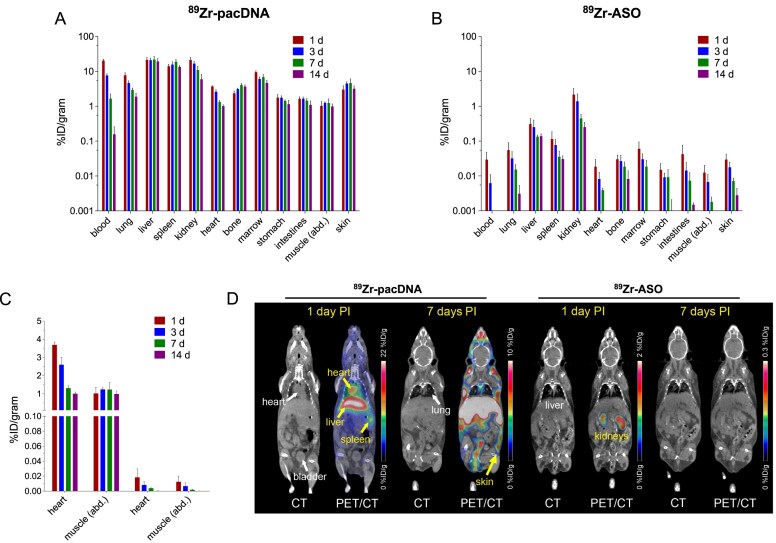
Biodistribution of radiolabeled pacDNA and free ASO. (**A, B**) *Ex vivo* biodistribution of ^89^Zr-labeled pacDNA and ^89^Zr-ASO in various tissues and organs measured over 14 days (*n* = 4/time point) in CD-1 mice. The *y-*axis shows the percent of injected dose per gram of tissue (%ID/g). (**C**) %ID/g comparison of heart and muscle of ^89^Zr-pacDNA (left) and ^89^Zr-ASO injected mice (right). (**D**) PET scans of ^89^Zr-pacDNA (left) and ^89^Zr-ASO injected mice (right) at 1 and 7 days post-injection. Scale bars represent %ID/g. Error bars indicate ± s.d.

Elevated retention of pacDNA conjugate was observed in blood pool organs (blood, heart, lung) as well as in mononuclear phagocyte system organs (liver, spleen). Moderate uptake was observed for peripheral tissues, including the abdominal and thigh muscles [∼1% injected dose (ID)/g] and skin (∼4% ID/g). Skeletal muscle emerges as one of the highest per-organ accumulation sites for pacDNA, containing 12.7% of injected dose at 72 h (only exceeded by the liver at 21.9%). The rapid decrease in heart drug levels from ∼4% ID/g at 1 day may reflect the initially high cardiac exposure driven by both the high perfusion rate and capillary density of heart tissue and the elevated circulating levels of pacDNA immediately following systemic administration [49]. Cardiac delivery may serve as a therapeutic advantage in multisystemic diseases such as DM1, where cardiac pathology is a major contributor to morbidity [50]. Approximately 40% of the injected pacDNA dose was cleared via urine and feces by day 14. Importantly, given that muscle tissues constitute ~40% of the mass of the animal [51], at 1% ID/g, pacDNA enables ∼13% of total injected dose to localize to muscles, representing a 10^2^–10^4^-fold increase over the free oligonucleotide depending on the time point (Fig. 2C). These muscle uptake results also compare favorably with TfR1-targeted antibodies, showing 3- to 10-fold higher muscle concentration [52]. Muscle selectivity, as defined by the ratio of C_max_ in the dose-limiting organ (kidney) versus muscle, also improves significantly (from ∼1680 for free oligonucleotide to 20.4). Notably, the pacDNA conjugate also showed markedly increased accumulation in the gallbladder, pancreas, intestines, stomach, and brain compared with free ASO. Additionally, PET/computed tomography (CT) scans were carried out on day 1 and day 7 before the euthanization of the mice (Fig. 2D). PET/CT imaging shows extended blood retention and significant tissue uptake of the pacDNA, while the free oligonucleotide suffered from rapid renal clearance with little accumulation in non-kidney tissues. A similar biodistribution profile was observed for fluorescently labeled pacDNA-L9 in HSA^LR^ transgenic mice, demonstrating comparable accumulation in skeletal and cardiac muscles (∼1% ID/g) as in CD-1 mice (Supplementary Fig. S6). The level of muscle uptake achieved by pacDNA is favorable compared to targeted approaches using monoclonal antibodies or peptide ligands [12, 52–58]. A comparative analysis of skeletal muscle accumulation across published muscle delivery strategies, expressed as %ID/g to normalize for dose, is provided in Supplementary Fig. S7. Collectively, these data establish that pacDNA is a long-circulating, long-retention vector suitable for systemic delivery to address muscular disorders.

### pacDNA-L9 corrects DM1-associated alternative splicing in HSA^LR^ mice

HSA^LR^ mice (8 weeks old) were injected i.v. by tail vein with 5.3 mg/kg–42.4 mg/kg (ASO basis; 480–3840 mg/kg full conjugate) of pacDNA-L9, 5.3 mg/kg pacDNA with a scrambled sequence (pacDNA-Scr), 5.3 mg/kg free L9 control, or an equimolar dose of unconjugated bottlebrush polymer (Brush). Total cellular RNA from mouse quadriceps was sequenced 2 weeks post-injection to evaluate gene expression and RNA splicing patterns. 

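HSA LR mice express a human skeletal actin transgene that carries an expanded CTG repeat, and FVB/N mice served as their WT background. The sequencing covered quadriceps from 30 mice: 5 WT mice, 8 nontreated HSA LR mice (NT), 4 mice given pacDNA-L9 at 5.3 mg/kg, 3 at 21.2 mg/kg and 3 at 42.4 mg/kg, 3 given free L9, 2 given Brush and 2 given pacDNA-Scr. Libraries were poly(A)-enriched, and the authors deposited raw read counts for 56748 Ensembl genes without normalization. Between 13605309 and 26956558 reads were counted on genes per library, with a median of 20141850.5. The NT libraries held 17576503 to 23707138 counts, the WT libraries 17376897 to 19682221, and the 42.4 mg/kg libraries 18369605 to 25404614. The labels give the Brush dose as 40 nanomoles. They describe 8 NT libraries, whereas the legend of Fig. 3 lists 4 NT mice, and the paper's text does not name which ones.

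The libraries were deposited in 2 sets that the labels number separately. The second set holds 6 libraries, NT 7 and NT 8, 5.3 mg/kg C and D, 21.2 mg/kg C and free L9 C, and no WT, 42.4 mg/kg, Brush or pacDNA-Scr library. On the first principal component of log2 normalized expression (CPM), which held 59.9% of the variance, these 6 libraries lay at 152 or higher and the other 24 at −39.8 or lower. In 5 of the 6, all except free L9 C, each of the 37 mitochondrial genes was listed at 0. The depth of those 5 libraries would show a share of at least 1.31e-05% to 1.39e-05% of the counts (3 counts), an estimate that covers counting error only. Counts on *Xist* and on Y-linked genes marked 4 WT mice, 4 NT mice and all 3 mice at 42.4 mg/kg as female.

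Counts were fitted in a single edgeR quasi-likelihood model with TMM normalization, robust dispersion estimates and a coefficient for each of the 8 conditions. Of the genes in the table, 17518 had enough counts by edgeR's filterByExpr to be tested, and 56017 were matched to the GENCODE vM39 annotation of GRCm39. Adjusted p-values (padj) are Benjamini-Hochberg values from this model over all genes tested. Against NT, 0 genes had a padj under 0.05 at 5.3 mg/kg, with 250 at an unadjusted p under 0.05. At 21.2 mg/kg 9 genes were changed and at 42.4 mg/kg 450, of which 336 were higher and 114 lower than in NT. DESeq2 with all libraries gave the opposite balance at 42.4 mg/kg, with 522 genes higher and 817 lower. DESeq2 with only the first deposited set, chosen after the data had been seen, gave 446 higher and 261 lower, the balance of edgeR. Free L9 changed 22 genes, all higher. In the first deposited set alone, 2 genes were changed at 21.2 mg/kg, 428 at 42.4 mg/kg and 354 with free L9 (205 higher, 149 lower), and 356 of the 428 were among the 450. Brush and pacDNA-Scr changed 0 genes, with 217 and 182 genes at an unadjusted p under 0.05. With 1 animal left out at a time, the count at 42.4 mg/kg ranged from 63 (without animal B) to 448 genes. The number of genes detected, after each library was reduced to the same depth, was 18277, 18225 and 18200 in the 3 mice at 42.4 mg/kg and 14438 in free L9 B. Within the first set, 9 libraries are named in the deposited table by group and running number alone, and they held 14438 to 18634 genes at that depth, against 18637 to 20350 in the other 15. The 9 are all 3 mice at 42.4 mg/kg, free L9 A and B, NT 6 as the only NT mouse, the unnumbered WT mouse, Brush B and pacDNA-Scr B. With this group of libraries as a covariate, chosen after the data had been seen, 110 genes were changed at 42.4 mg/kg and 0 with free L9 in the first set, with 2590 at an unadjusted p under 0.05 for free L9. For each gene lost with the covariate, a difference between the groups of libraries cannot be told apart from an effect of the dose. Over the 428 genes as a set, libraries of the group were compared with the others of their condition. Their shifts, in percent of the change at 42.4 mg/kg, were 0.572 (NT 6), −3.48 (Brush B), 12.0 (unnumbered WT mouse) and 15.0 (pacDNA-Scr B). The 428 genes were called with NT 6 among the NT mice. That choice disfavors genes in which NT 6 lay near 42.4 mg/kg, so its small shift says little. Brush B, the unnumbered WT mouse and pacDNA-Scr B were on neither side of that comparison. A group difference as large as that change would have put each of them well toward 42.4 mg/kg. Their shifts argue against the group as the whole source of the change, not against a share of it.

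**Figure D1:**
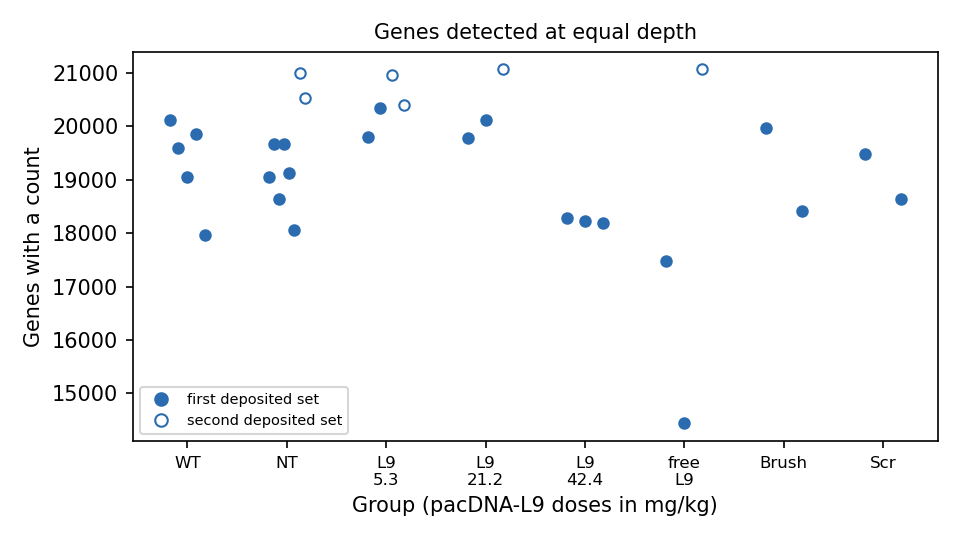
Number of genes with at least 1 count after every library was reduced to the depth of the smallest one (y axis), by group (x axis, pacDNA-L9 doses in mg/kg); each point is 1 library, filled for the first deposited set and open for the second. Free L9 B lies at 14438 genes, below all other libraries, which lie between 17479 and 21070.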

Among the many genes affected in DM1 are several encoding membrane ion channel proteins, whose misregulation disrupts normal muscle ion gradients and electrophysiology, leading to hallmark physical manifestations of DM1, such as myotonia, myopathy, and arrhythmia [59–63]. We measured the exon inclusion, or percent spliced-in (PSI), across a panel of 21 alternatively spliced exon events in DM1-relevant genes (Fig. 3) [64–69]. Many of these 21 genes have been identified as direct targets of MBNL splicing proteins and thus serve as robust biomarkers of MBNL protein activity in muscle. Splicing dysregulation improved 2 weeks after pacDNA treatment in a dose-dependent manner. To quantify this effect, the percent-corrected PSI was calculated for each sample, where the mean of nontreated HSA^LR^ mice was normalized to 0 and the mean of WT mice to 100. In pacDNA-L9 treated mice, PSI correction progressively increased with increasing dose, indicating a shift away from DM1-associated splicing patterns and toward WT exon inclusion (Fig. 4A, one-way ANOVA ***P < .01,*P < .05). The 5.3, 21.2, and 42.4 mg/kg pacDNA-L9 cohorts exhibited mean PSI corrections of 28.5%, 37.6%, and 63.4%, respectively, in this 21-gene panel. Notably, several key transcripts associated with specific DM1 phenotypes (e.g., *Clcn1, Mbnl1, Cacna2d1, Cacna1s, Dnm1l*, and *Insr*) [61, 70, 71] displayed strong splicing correction nearly back to WT levels. In contrast, the free bottlebrush polymer and pacDNA-Scr, and control groups displayed low correction near 0% (Supplementary Fig. S8). The free L9 group showed modest correction of 18.7%, consistent with expected LNA ASO exposure in muscle; however this did not reach statistical significance (Supplementary Fig. S9). Considering all skipped exon (SE) events, the highest dose of pacDNA-L9 corrected the PSI of 393 events by 50%–100%, 234 events by 20%–50%, and 159 events by 0%–20% (Fig. 4B). Additionally, treatment with pacDNA-L9 corrected a significant fraction of global alternative splicing. Of 1287 significantly dysregulated splicing events in nontreated HSA^LR^ mice versus WT across five splicing modes (A3SS, A5SS, MXE, RI, SE), 21.2 mg/kg pacDNA-L9 corrected 38%, and 42.4 mg/kg pacDNA-L9 corrected 49% of all events (Supplementary Fig. S10).

**Figure 3.**
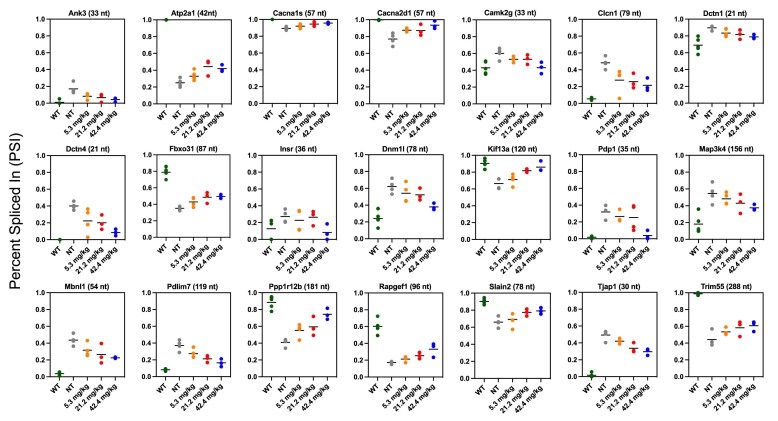
DM1 alternative splicing panel. PSI of 21 DM1-associated splicing events in WT (*n* = 5), nontreated HSA^LR^ (*n* = 4), or pacDNA-L9 5.3 mg/kg (*n* = 4), 21.2 mg/kg (*n* = 3), or 42.4 mg/kg (*n* = 3) treated groups (ASO equivalent). Dosing in terms of full pacDNA-L9 conjugate was 480 mg/kg, 1920 mg/kg (four injections over 2 weeks), and 3840 mg/kg (eight injections over 2 weeks). Mice were euthanized 2 weeks after the final injection.

**Figure 4.**
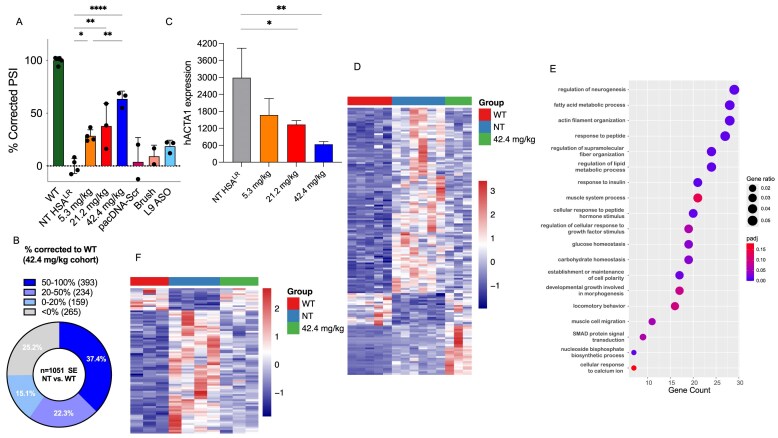
Transcriptomic alterations following pacDNA-L9 treatment. (**A**) Percent corrected PSI across the 21-gene fragment panel (Fig. 3) of DM1-associated splice events in the WT, NT, or pacDNA-L9-treated cohorts (one-way ANOVA with Tukey’s multiple comparison test, ****P < .0001, **P < .01, and *P < .05). Percent values under each group represent the mean percent corrected to WT PSI levels. (**B**) Percent corrected to WT PSI of 1051 significant SE events in nontreated HSA^LR^ mice by 42.4 mg/kg pacDNA-L9 treatment. (**C**) Human ACTA1 transgene expression in quadriceps of nontreated or pacDNA-L9-treated HSA^LR^ mice (expression normalized to GTF2B, mean and ±SEM. of biological replicates, **P < .01, *P < .05, and one-way ANOVA). (**D**) Top 25% most recovered genes following 42.4 mg/kg pacDNA-L9 treatment, visualized by heatmap. (**E**) Biological processes identified by GSEA of genes corrected (padj >.05 versus WT) by 42.4 mg/kg pacDNA-L9 treatment. (**F**) Top 25% most recovered exon bins following 42.4 mg/kg pacDNA-L9 treatment, visualized by heatmap.

Expression of human ACTA1 transgene was quantified in pacDNA-L9-treated mice and nontreated controls, with values normalized to GTF2B expression as previously described [45]. 

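Reads on the human transgene cannot be separated in a table of counts on mouse genes and were not analysed here. The mouse gene of the normalizer, *Gtf2b* (ENSMUSG00000028271), lies on chromosome 3 of GRCm39 from 142470806 to 142489368. Its expression was 11.8 ± 1.31 CPM in NT mice (SD, n = 8), 11.9 ± 1.22 at 5.3 mg/kg (n = 4), 11.5 ± 1.19 at 21.2 mg/kg (n = 3) and 15.4 ± 1.89 at 42.4 mg/kg (n = 3). At 42.4 mg/kg the log2 fold change against NT was 0.39 (standard error 0.15, padj = 0.219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 42.4 mg/kg mice ranged from 13.4 to 17.1 CPM and the NT mice from 9.84 to 13.9 CPM, so the groups overlapped. With each animal left out in turn, this log2 fold change stayed between 0.31 and 0.48. The log2 fold change of *Gtf2b* was 0.01 at 5.3 mg/kg and −0.03 at 21.2 mg/kg. The endogenous mouse *Acta1* gene (ENSMUSG00000031972, chromosome 8, 124618501 to 124623661) had a log2 fold change of 0.10 at 42.4 mg/kg (standard error 0.22, padj = 0.891 from the same test). Whether the authors divided by mouse *Gtf2b* in the same libraries is not stated in the paper's text.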

Notably, pacDNA-L9 treatment reduced hACTA1 expression in a dosage-dependent manner, consistent with earlier reports for steric-blocking ASOs, which may be a result of the destabilization of nuclear CUG^exp^ RNA structures leading to their accelerated decay or nuclear export [8, 11]. In the 42.4 mg/kg cohort, hACTA1 expression was reduced by 79% relative to nontreated controls (Fig. 4C).

### pacDNA-L9 shifts the global transcriptome toward WT at both gene expression and splicing levels

To examine the overall effect of pacDNA-L9 treatment at the transcriptomic level, we performed bioinformatic analysis of both gene expression and alternative splicing. From all differentially expressed genes between WT and NT samples (padj <.05, |log2FoldChange| > 1), the top 25% most recovered genes following 42.4 mg/kg pacDNA-L9 treatment were visualized by heatmap. 

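The heatmap of Fig. 4D shows 6 NT columns, the number of NT libraries in the first deposited set, but the paper's text does not say which NT mice they are. In the first set, 432 genes had a padj under 0.05 and a log2 fold change beyond 1 between the 6 NT and the 5 WT mice, 328 of them higher and 104 lower in NT. With all 30 libraries in the model, 419 genes passed both limits, 321 higher and 98 lower in NT, and 379 of them were among the 432. Without the fold-change limit, 871 genes had a padj under 0.05. With DESeq2 in place of edgeR, 1112 genes passed both limits, the alternative that moved the number most, and they included 417 of the 419. Among the libraries matched to a label, WT and NT share the numbers 1 to 4. The names in the deposited table link WT 3 with NT 4 and WT 4 with NT 5 instead, so an equal number need not mark paired mice. Across genes, the deviations of a WT and an NT mouse of the same number from their group means had a mean correlation of 0.156, against −0.0557 for different numbers, and 2 of the 24 possible pairings gave a mean as high. For the 2 pairs linked by name the mean correlation was 0.0618, and 13 of 30 choices of NT mice gave a mean as high. With the replicate block in the model, 326 genes were changed in these 8 mice, against 344 without it, and 292 were changed in both.

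*Ccdc192* (ENSMUSG00000058925, chromosome 18, 57666852 to 57864145) had the largest increase among genes whose NT and WT animals did not overlap, from 0.287 ± 0.216 CPM in WT mice (SD, n = 5) to 12.8 ± 4.68 CPM in NT mice (SD, n = 8), a log2 fold change of 5.44 (standard error 0.47, padj = 2.31e-08). *Myo1a* (ENSMUSG00000025401, chromosome 10, 127541039 to 127556809) rose by a log2 fold change of 5.39 (standard error 0.45, padj = 2.15e-08), with 1 WT mouse at 2.07 CPM and the other WT mice at 0.337 to 0.600. The log2 fold change of *Sln* (ENSMUSG00000042045, chromosome 9, 53742537 to 53761846), the gene of sarcolipin, was 5.06 (standard error 0.49, padj = 1.68e-07). The largest decrease was that of *Actc1* (ENSMUSG00000068614, chromosome 2, 113876266 to 113884043), the gene of cardiac actin, with a log2 fold change of −4.66 (standard error 0.57, padj = 8.59e-06). WT 1 held 3185 CPM of *Actc1* and the other WT mice 195 to 696, and with each animal left out in turn the log2 fold change lay between −4.92 and −3.42. With the replicate block it was −3.87, with a padj of 0.0564, against 2.19e-18 to 0.0564 over all alternatives tried. *Kcnab1* (ENSMUSG00000027827) and *Sytl2* (ENSMUSG00000030616) had log2 fold changes of −3.25 and −3.18.

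**Figure D2:**
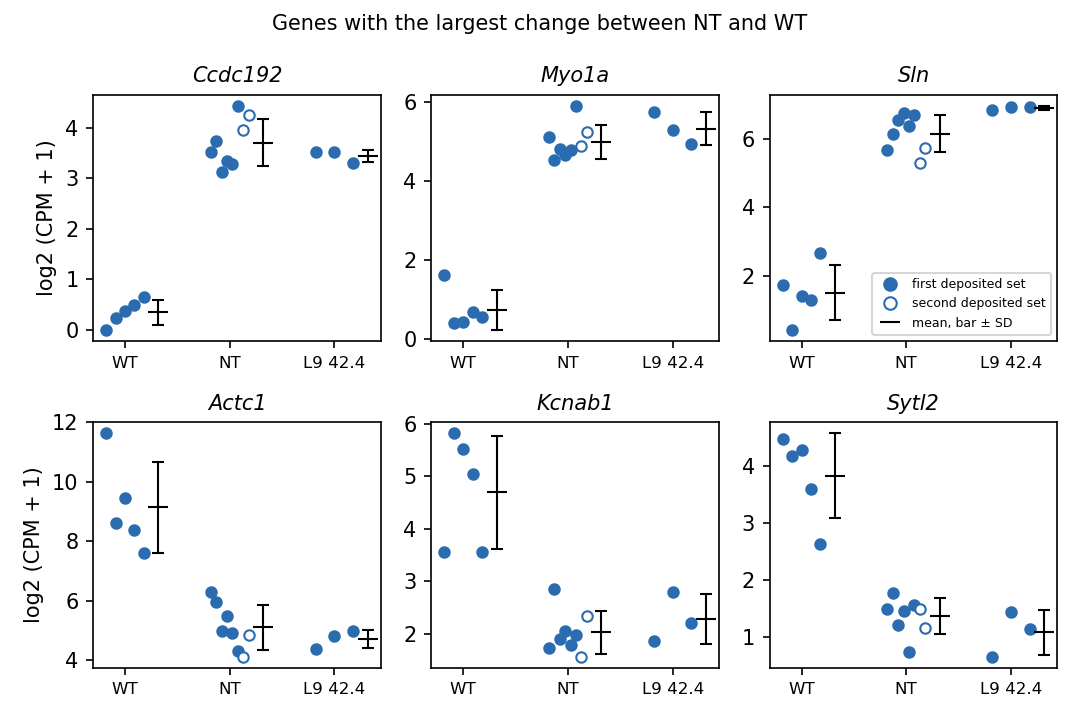
Expression as log2 (CPM + 1) (y axes) of the 3 genes with the largest increase and the 3 with the largest decrease between NT and WT, in WT, NT and 42.4 mg/kg mice (x axes); each point is 1 animal, open for the second deposited set, with the mean and SD beside it. No NT animal overlaps a WT animal, and *Actc1* of WT 1 (3185 CPM) lies above the other WT animals.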

The calculation of a recovery score is described in the “Materials and methods” section. 

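Group means of counts divided by DESeq2's size factors were put into the paper's formula. A score below 0.5 places the mean of the treated mice closer to the WT mean than to the NT mean. With the first deposited set, 55 of the genes changed between NT and WT (12.7%) scored below 0.5 at 42.4 mg/kg, and the median score of all of them was 0.739. The top 25% held 108 genes with scores up to 0.611 and a median of 0.492, and they include the 55. With all libraries, among them NT 7 and NT 8, 53 genes (12.6%) scored below 0.5, the median score was 0.756, and the 105 genes of the top 25% had a median score of 0.489. When scored on the log2 scale instead, 5.97% were below 0.5. Of the genes that DESeq2 called between NT and WT, 56.2% scored below 0.5 (51.3% with Brush and 51.9% with pacDNA-Scr on the same list), and 193 of them had no counts in WT mice and at 42.4 mg/kg. On the genes of edgeR's model, 2.63% scored below 0.5 at 5.3 mg/kg, 4.53% at 21.2 mg/kg, 11.9% with free L9, 5.01% with Brush and 5.25% with pacDNA-Scr. With 1 treated mouse left out, the share ran from 3.19% to 5.58% at 5.3 mg/kg and from 6.71% to 11.2% at 21.2 mg/kg. It ran from 12.8% to 14.2% at 42.4 mg/kg and from 12.2% to 21.6% with free L9, so these groups overlapped. For Brush and pacDNA-Scr this leaves a single animal, and the shares were higher there too.

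The NT animals define both the gene list and the NT mean of the score, so scores were also computed for NT animals held out of both. For each of the 56 sets of 3 NT mice, genes were called between the remaining NT mice and WT, and the 3 were scored as if treated. On average 8.96% of genes scored below 0.5 for held-out NT mice and 14.4% for the 42.4 mg/kg mice on the same lists, and 4 of the 56 sets had a share as large as 42.4 mg/kg. In the 20 sets whose 3 held-out mice were all of the first deposited set, with NT 7 and NT 8 still among the NT mice of the lists, the averages were 14.9% and 18.1%, and 2 of the 20 had a share as large.

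The position of each animal was the share of the distance from the NT mean (0%) to the WT mean (100%) that it covered, summed over the changed genes on log2 counts with a pseudocount of 1. Each NT animal was placed with genes and means computed without it. With the first deposited set, the 42.4 mg/kg mice lay at −4.14 ± 2.94% (SD, n = 3) and the held-out NT mice at 5.94 ± 4.27% (SD, n = 6; exact two-sided permutation test, p = 0.0238, where the smallest p possible was 0.0119). With all libraries, the 42.4 mg/kg mice lay at −4.08 ± 3.24%, from −7.05% to −0.625%, and the NT mice at 3.90 ± 5.88% (SD, n = 8; exact two-sided permutation test, p = 0.0667, smallest possible 0.00606). NT 7 lay at −1.25% and NT 8 at −6.17%. Over the 6 treated groups compared this way, the Benjamini-Hochberg adjusted p of the exact permutation test at 42.4 mg/kg was 0.4. With library size alone as the normalization, the position at 42.4 mg/kg kept its direction and the exact permutation p was 0.0121. Free L9 mice lay at 10.9 ± 7.51% (SD, n = 3; exact permutation p = 0.139), and the 2 of them in the first deposited set had a mean of 10.3% (exact permutation p = 0.464 against its NT mice, n = 2 and 6). The highest, free L9 B at 18.9%, lay at 25.8% over the genes higher in NT and at −9.95% over those lower in NT. Summed over genes, its level was thus below the NT mean in both classes. Its position therefore does not separate a move toward WT from lower counts in that library.

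**Figure D3:**
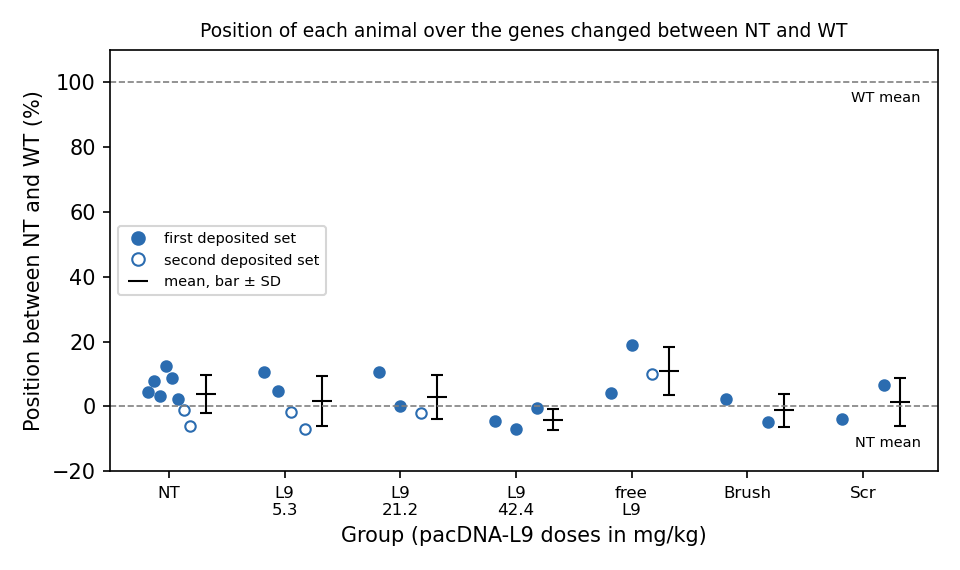
Position of each animal between the NT mean (0%) and the WT mean (100%) over the genes changed between NT and WT (y axis), by group (x axis, pacDNA-L9 doses in mg/kg); each point is 1 animal, open for the second deposited set, NT animals held out, with the mean and SD beside it. All 3 mice at 42.4 mg/kg lie below 0%, and the highest animal, free L9 B, lies at 18.9%.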

The treatment group exhibited an intermediate recovery pattern, closer to the WT group than to the NT group, suggesting significant restoration of gene expression (Fig. 4D and Supplementary Table S1). Similarly, transcriptomic analysis of exon bins (normalized counts) demonstrated global correction of alternative splicing misregulation following treatment (Fig. 4E and Supplementary Table S2). 

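By the paper's definition, a gene changed between NT and WT counts as corrected when its padj against WT at 42.4 mg/kg is above 0.05. In the first deposited set, 120 genes met it (27.8%). With all libraries 124 did (29.6%), 42 of them lower and 82 higher in NT, and 295 did not. Of the genes changed between NT and WT, 32 were also changed at 42.4 mg/kg against NT, and 7 of these moved toward WT, all of them among the corrected genes. In total, 1384 genes were changed between 42.4 mg/kg and WT mice. Held-out NT mice, in sets of 3, had 34.5% of genes corrected on average, against 25.7% for 42.4 mg/kg on the same lists, and in 53 of the 56 sets the share was as large as at 42.4 mg/kg. In the 20 sets whose 3 held-out mice were all of the first deposited set, the averages were 41.4% and 28.9%.

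Recovery scores of single genes are named only for genes with a mean of at least 5 CPM over NT and WT. Among these, the lowest scores at 42.4 mg/kg were those of *Ntf5*, *Hmga2-ps1* and *Nfatc2*, at 0.00961, 0.0929 and 0.102. *Ntf5* (ENSMUSG00000074121) lies on chromosome 7 from 45063082 to 45066604, and 37.1% of its exon bases overlap exons of the opposite strand. Its expression was 6.66 ± 0.836 CPM in WT (SD, n = 5), 13.9 ± 3.01 CPM in NT (n = 8) and 6.60 ± 1.75 CPM at 42.4 mg/kg (n = 3), a log2 fold change against NT of −1.07 (standard error 0.25, padj = 0.0142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hmga2-ps1* (ENSMUSG00000121135, chromosome 1, 176662183 to 176663734), with 21.8% of its exon bases under opposite-strand exons, had a log2 fold change of 1.58 against NT (standard error 0.43, padj = 0.0500). *Nfatc2* (ENSMUSG00000027544, chromosome 2, 168318330 to 168443693) had a log2 fold change of −0.97 against NT (standard error 0.26, padj = 0.0472). With each animal left out in turn, the padj of these genes rose to at most 0.229, 0.222 and 0.316. Over the alternatives tried, the padj of *Ntf5* ran from 0.000397 to 0.0751, that of *Hmga2-ps1* from 0.00147 to 0.463 and that of *Nfatc2* from 0.00332 to 0.207.

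**Figure D4:**
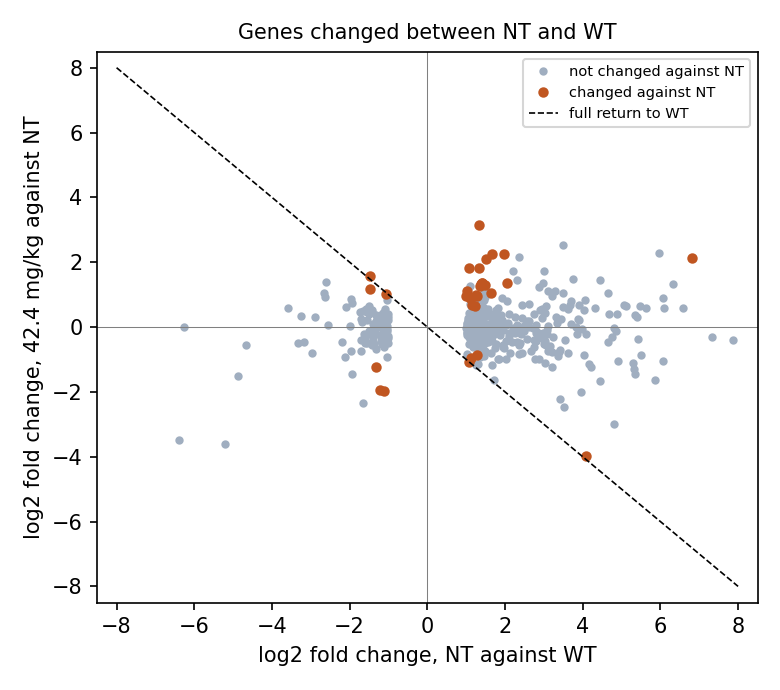
Log2 fold change at 42.4 mg/kg against NT (y axis) and between NT and WT (x axis) for the genes changed between NT and WT, 1 point per gene; orange points are the 32 genes also changed against NT, and the dashed line marks a full return to WT. Of the orange points, 7 lie on the side of WT.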

GSEA of significantly corrected genes (padj >.05 versus WT) revealed functional signatures associated with the restored gene expression (Fig. 4E). Among the top corrected biological processes were fatty acid and lipid metabolic process, glucose homeostasis, and response to insulin, indicating a recovery in metabolism- and energy storage/conversion-related gene expression. Additionally, categories such as muscle system process, actin filament organization, muscle cell migration, and growth factor and morphogenesis suggest restoration of healthy muscle function and integrity [64, 69, 72, 73]. GSVA of the most downregulated gene sets in nontreated HSA^LR^ samples compared to WT further highlights the profound recovery in disease-related gene dysregulation following pacDNA-L9 treatment even in the low-dose cohort (Supplementary Fig. S11A and B).

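The gene sets behind the GSVA scores were not analysed here, so the genes lower in NT than in WT were used in their place. Over the 98 such genes with all libraries, the mice at 5.3 mg/kg lay at 9.43 ± 8.17% of the way from the NT mean to the WT mean (SD, n = 4), from 1.38% to 20.4%. Held-out NT mice lay at 7.89 ± 12.8% (SD, n = 8), from −12.7% to 31.9%, and the difference of 1.54 points was within the spread between animals (exact two-sided permutation test, p = 0.828, smallest possible 0.00202). In the first deposited set, 5.3 mg/kg A and B had a mean of 18.9% over 104 genes and the 6 NT mice a mean of 13.0% (exact two-sided permutation test, n = 2 and 6, p = 0.714, smallest possible 0.0357). The second set held 5.3 mg/kg C at 1.38% and D at 5.58%, and NT 7 at 7.05% and NT 8 at −0.498%; no WT mouse was in it, so no position within that set could be computed. Over the same genes, the mice at 21.2 mg/kg lay at 7.25 ± 3.47% (SD, n = 3; exact permutation p = 0.915) and the mice at 42.4 mg/kg at −1.80 ± 5.50% (SD, n = 3; exact permutation p = 0.267). Over the 6 treated groups, every Benjamini-Hochberg adjusted p of this exact permutation test was 0.956. Over all genes changed between NT and WT, the 5.3 mg/kg mice lay at 1.64 ± 7.63% (SD, n = 4; exact permutation p = 0.574 against held-out NT mice). From the heatmap of the lowest recovery scores, the paper proposes a significant restoration of gene expression. From the processes found among the corrected genes, the paper reasons that metabolism-related expression recovered and proposes that muscle function was restored. From the gene set scores, the paper states that the recovery reached the low-dose cohort.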

It has been shown that CUG^exp^ RNA can be cleaved by Dicer into small CUG-repeat RNAs and used as templates for RNA interference (RNAi) of endogenous mRNA transcripts in the cytoplasm, contributing to global alterations of the DM1 transcriptome [72, 74]. Due to the pacDNA’s high muscle concentrations and cell uptake, even the lowest dose (5.3 mg/kg) may be sufficient for mitigating these cytoplasmic RNAi effects. Since the (CAG)_3_ ASO on the pacDNA-L9 has the potential to bind other endogenous (CUG)_n_-containing transcripts, we examined the expression levels of 21 genes with varying (*n* = 2–25) CTG repeats [10, 11, 75]. 

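The runs of CTG in the 21 genes were located in every annotated transcript of GENCODE vM39 on GRCm39. For *Nr3c1* and *Dap* the repeat listed in Supplementary Table S3 is CAG, for which the L9 sequence is not the complement. The longest run held 2 units in *Papss2*, *Bpgm* and *Tcf4* and 25 units in *Mapkap1*. It held 3 units in *Dmpk*, 4 in *Notch4* and 12 in *Armcx6*. A perfect match to the 9 bases of L9 occurred in the canonical transcript of 13 genes. The *Mapkap1* run lies in exon 12, in the 3′ UTR, on chromosome 2 from 34514409 to 34514483, and holds 23 overlapping matches. The *Armcx6* run lies in the 3′ UTR on chromosome X from 133649396 to 133649431 and holds 10. The *Dmpk* run (chromosome 7, 18826423 to 18826431) lies in the coding sequence of a transcript that is not the canonical one.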

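*Tcf4* (ENSMUSG00000053477) lies on chromosome 18 from 69476427 to 69822150. It has 2 CTG runs of its longest length. The run located here is in exon 1, in the 5′ UTR, from 69477277 to 69477282, within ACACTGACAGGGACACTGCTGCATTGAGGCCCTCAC. The canonical transcript of *Tcf4* holds no perfect L9 match. Expression was 45.8 ± 5.56 CPM in NT mice (SD, n = 8) and 33.5 ± 5.41 CPM at 42.4 mg/kg (SD, n = 3), and the animals of the groups did not overlap. The log2 fold change was −0.45 (standard error 0.15, padj = 0.129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p was 0.00562, and adjusted over the 63 pairs of gene and dose it was 0.354. In the first deposited set alone, the log2 fold change was −0.43 with a padj of 0.174. DESeq2 gave a log2 fold change of −0.46 with a padj of 0.0362, and over all alternatives tried the padj of *Tcf4* ran from 0.0350 to 0.748, the highest in the first set with the 9 libraries named by group and running number as a covariate. With each animal left out in turn, its log2 fold change lay between −0.54 and −0.32. At the lower doses *Tcf4* was at 49.2 ± 9.81 CPM (5.3 mg/kg, SD, n = 4) and 50.0 ± 5.27 CPM (21.2 mg/kg, SD, n = 3), log2 fold changes of 0.10 and 0.13.

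**Figure D5:**
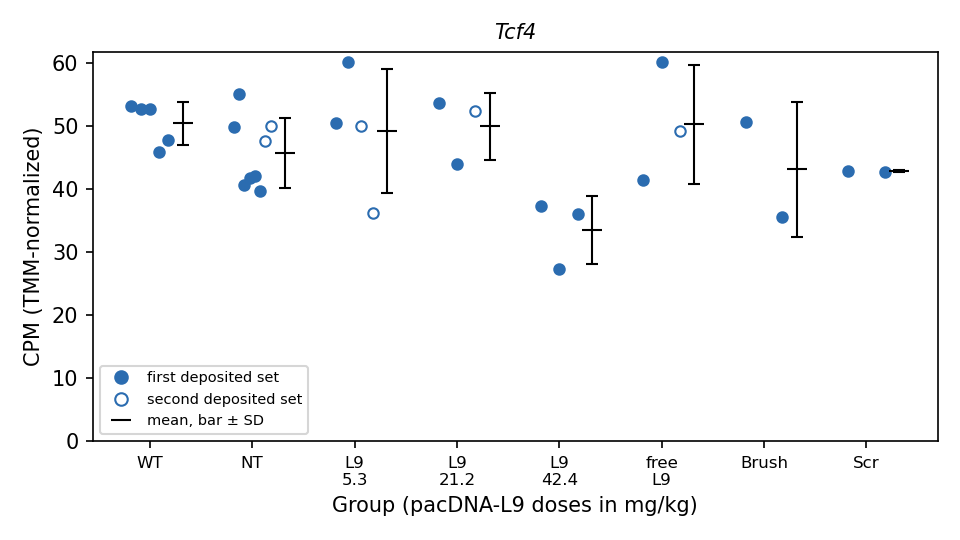
*Tcf4* expression as TMM-normalized CPM (y axis) by group (x axis, pacDNA-L9 doses in mg/kg); each point is 1 animal, open for the second deposited set, with the mean and SD beside it. The 3 mice at 42.4 mg/kg lie between 27.3 and 37.3 CPM and the 8 NT mice between 39.7 and 55.0 CPM.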

Tcf4 was slightly downregulated (log_2_fc = −0.36, padj = .03 versus NT). 

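Of the other 20 genes, 9 were higher and 11 lower than in NT at 5.3 mg/kg, with log2 fold changes from −0.31 (*Tnfrsf22*) to 0.43 (*Armcx6*) and a lowest padj of 0.9995 in edgeR's test. At 21.2 mg/kg, 8 were higher and 12 lower, from −0.47 (*Tnfrsf22*) to 0.34 (*Papss2*), and every padj was 1. At 42.4 mg/kg, 9 were higher and 11 lower, from −0.93 (*Armcx6*) to 0.40 (*Notch4*), with a lowest padj of 0.346. The spread between animals was wide for *Armcx6*, which stood at 1.20 ± 0.660 CPM in NT mice (SD, n = 8), and 22.4% of its exon bases overlap exons of the opposite strand.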

The rest of these genes were unaffected by pacDNA-L9 treatment at the three tested doses, confirming the absence of off-target modulation of short (CUG)_*n*_-containing transcripts across the dose range tested (Supplementary Fig. S11C and Supplementary Table S3).

### pacDNA-L9 alleviates myotonia and improves muscle strength in HSA^LR^ mice

Next, we evaluated the phenotypic response of the pacDNA-L9 treatment in HSA^LR^ mice. DM1 in humans is characterized by progressive muscle wasting and weakness, alongside myotonia, which refers to the delayed relaxation of muscles after contraction. Myotonia is a hallmark feature in both DM1 patients and the HSA^LR^ mouse model and contributes significantly to physical impairment. HSA^LR^ mice (8 weeks old) were administered i.v. with pacDNA-L9 at 10.6 mg/kg/day for four consecutive days, followed by weekly (10.6 mg/kg/week) dosing from weeks 1 through 12. A blinded hindlimb tail-pinch assay was performed each week to evaluate myotonia (delayed muscle relaxation). Significant improvements in myotonia severity and recovery time were observed starting in the 3rd week of treatment (*P* < .01), with maximal therapeutic effect achieved by the 7th week. Myotonia scores for the treated group remained consistently lower than those for the nontreated group (*P* < .001 from weeks 7 to 12; Fig. 5A). Additionally, mice in the treatment group showed a progressive increase in body weight compared to the nontreated group, with the male group showing a 14.6% increase and the female group showing a 9.1% increase over nontreated mice of the same age at week 12 (Fig. 5B). To further assess the functional impact of pacDNA-L9 treatment, we conducted a forelimb and hindlimb grip strength test to evaluate muscle strength in HSA^LR^ mice. At week 12, the treated mice were significantly stronger than their untreated littermates (*P* < .001), close to WT levels (Fig. 5C). These findings suggest that pacDNA-L9 effectively improves muscle strength and alleviates myotonia following treatment, with sustained efficacy throughout the dosing period.

**Figure 5.**
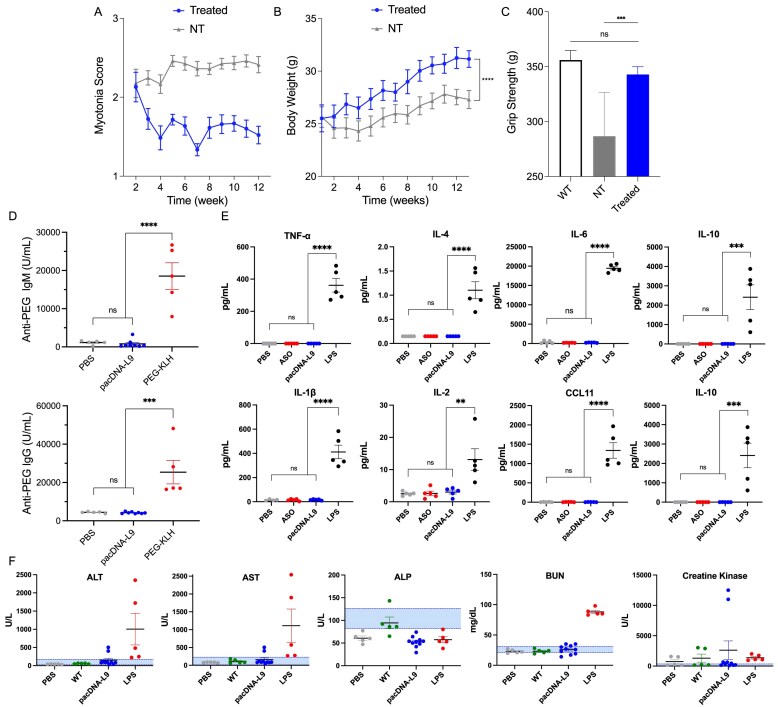
Functional effects of pacDNA-L9 treatment in HSA^LR^ mice and safety evaluation. HSA^LR^ mice received intravenous injections of pacDNA-L9 10.6 mg/kg/day for four consecutive days, followed by once weekly 10.6 mg/kg from weeks 1 to 12, and were monitored compared to nontreated littermates (NT), (*n* = 10/group). (**A**) Myotonia scores measured weekly. The response to each pinch was classified as severe myotonia (>1 s, 3), myotonia (0.5–1 s, 2), quick recovery myotonia (<0.5 s, 1), single leg myotonia (0.5), or no myotonia (0). (**B**) Body weight measurements were recorded throughout the administration period. (**C**) Week 12 grip strength analysis demonstrates improved muscle strength in the treated group compared to the nontreated group. The mean and SEM (*n* = 10 per group) in WT, nontreated HSA^LR^ (NT), and treated 10.6 mg/kg/dose HSALR are displayed (**P < .01, ***P < .001, and ****P < .0001 by one-way ANOVA followed by Tukey’s multiple comparisons correction). (**D**) Anti-PEG IgM and IgG antibody generation evaluated after 16 doses (10.6 mg/kg) of pacDNA-L9 by ELISA (*n* = 8). PBS (*n* = 5) was used as the negative control and PEG-KLH (*n* = 5) as the positive control. (**E**) Cytokine and chemokine levels in HSA^LR^ mice serum 4 h after i.v. injection of PBS, free L9-ASO, pacDNA-L9 (10.6 mg/kg), or LPS (2 mg/kg). (**F**) Liver and kidney function biomarker levels in HSA^LR^ mice serum after i.v. injection of PBS, pacDNA-L9 (10.6 mg/kg), or LPS (2 mg/kg), or in FVB/N WT (WT) mice. The shaded area represents the healthy reference range in FVB/N mice. (**P < .01, ***P < .001, ****P < .0001, one-way ANOVA). Error bars indicate ±SEM.

Macromolecular therapeutics can elicit adaptive immune responses that lead to loss of drug activity for subsequent doses. To measure this effect, anti-drug immunogenicity after 16 doses of pacDNA-L9 was evaluated for anti-PEG IgM and IgG response. In serum samples collected 1 week after the final injection, minimal anti-PEG IgM and IgG antibodies were detected, while the PEG-KLH positive control group showed significant levels of both IgM and IgG (Fig. 5D). To assess acute immune system activation, a panel of cytokines and chemokines was measured using HSA^LR^ mouse serum collected 4 h after the last injection. For positive control, mice were injected with 2 mg/kg of LPS to induce an acute immune response. No significant elevations in cytokine/chemokine levels were seen between pacDNA-L9-treated and nontreated mice, whereas the LPS-treated group exhibited significantly elevated levels in all 16 tested cytokines/chemokines, indicating that pacDNA-L9 does not trigger acute inflammatory responses (Fig. 5E and Supplementary Fig. S12). Liver function markers, including alanine aminotransferase (ALT), alkaline phosphatase (ALP), aspartate aminotransferase (AST), albumin, total bilirubin (TBIL), and total protein (TP), as well as renal function markers, such as blood urea nitrogen (BUN) and creatinine, remained within normal ranges, indicating that pacDNA-L9 treatment does not cause hepatic or renal dysfunction (Fig. 5F and Supplementary Fig. S13). Taken together, pacDNA-L9 shows excellent tolerance in mice, with no evidence of significant immune system activation, toxicity, or anti-drug adaptive immunity throughout 12 weeks of repeated dosing.

## Discussion

The challenge of muscular delivery of oligonucleotides was underscored by the discontinuation of the development of *baliforsen*, the first ASO therapy for DM1, in 2017, citing insufficient drug concentration in muscle after subcutaneous injection [76]. TfR-targeted approaches have recently gained interest for muscle delivery, with several in late-stage clinical trials for DM1, including *del-desiran* and *zeleciment basivarsen*, which showed strong promise. However, the complex antibody/Fab conjugate may present challenges in manufacturing, transport, storage, and handling at the clinic. To counter some of the drawbacks of antibody conjugates, peptide ligands that bind TfR1 or other muscle-specific targets are being developed, although these remain untested in the clinic [56, 57, 77, 78].

A second approach to the delivery problem is the use of polycationic substances such as lipids, polymers, or peptides, which improve per-molecule potency by enhancing cell uptake and endosomal escape [12, 79]. While effective *in vitro* and promising in murine and nonhuman primate models, polycationic substances pose toxicity concerns at some therapeutic doses, due to nonspecific lytic activity, unwanted immune system activation, and organ damage [80, 81]. SRP-5051, a cationic peptide-phosphorodiamidate morpholino oligomer conjugate for the treatment of DMD, was discontinued due to the likelihood of having a narrow therapeutic window [82]. Clinical results of DM1 programs using cell-penetrating peptide conjugates, such as VX-670 and PGN-EDODM1, remain to be seen.

As an oligonucleotide delivery modality, pacDNA is novel in both chemistry and mechanism. It achieves comparable potency as the state-of-the-art DM1 therapies despite utilizing an unoptimized ASO [53, 83, 84]. After i.v. injection, the strong blood retention properties of the pacDNA drive ASO distribution to skeletal/cardiac muscles, yielding muscle concentrations that are 3- to 10-fold higher than mAb conjugates and over 100-fold higher than peptide conjugates in mice [52, 85] (Supplementary Fig. S7). While the improved plasma retention also leads to higher drug levels in the kidney and the liver, muscle selectivity (defined as muscle concentration relative to dose-limiting organ, e.g. kidney) also improved significantly compared to free ASO. The broad distribution profile of pacDNA may be particularly advantageous for multisystem diseases such as DM1, which affect not only skeletal muscle but also the central nervous, gastrointestinal, cardiac, and respiratory systems [86]. Critically, 12 weeks of repeated dosing produced no detectable toxic or immunogenic side effects. Blood biochemistry markers remained within the normal range, and no cytokine response related to innate and adaptive immunity was observed. Further, the treatment did not result in anti-drug antibodies, as measured by ELISA for anti-PEG IgG and IgM. These results are consistent with our previous studies (for non-DM1 targets), showing a clean safety profile and non-immunogenicity in both murine and nonhuman primate models [28, 87]. Unlike antibodies and antibody–drug conjugates, the pacDNA is stable at room temperature for at least 1 month and can be repeatedly lyophilized and reconstituted, providing simplicity in storage, transport, and handling. Owing to strong safety characteristics, substantial muscle bioavailability, and a favorable drug profile, the pacDNA could serve as a viable alternative or complementary approach to current drug delivery modalities such as muscle cell surface receptor-targeting antibodies and peptides [25, 26, 54, 56, 66, 88].

As a first-generation platform, the pacDNA has the potential for iterative optimization via polymer backbone modifications [33], linker chemistries [89], ligand attachment to enhance cell targeting (via peptide or lipid conjugation), nuclear uptake, endosomal escape [90–92], and ASO optimization. This modularity will allow the pacDNA structure to evolve alongside our understanding of what drives potency in a disease-specific context. This study establishes a proof-of-concept for this fundamentally new oligonucleotide delivery modality for the treatment of DM1, with implications for broader development in other neuromuscular diseases including myotonic dystrophy type 2 (DM2), DMD, and facioscapulohumeral muscular dystrophy.

## Supplementary Material

gkag619_Supplemental_File

## Data Availability

All data are available in the main text or the supplementary materials. RNA-seq data have been deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) and will be publicly available under accession number GSE309640 upon publication.

# Supplementary material for: Bottlebrush polymer conjugates for enhanced antisense oligonucleotide therapy in myotonic dystrophy type 1
**Source:** Nucleic Acids Res. 2026 Jun 24;54(12):gkag619. doi: 10.1093/nar/gkag619
**Supplement:** gkag619_Supplemental_File

## Supplementary Materials for

# **Bottlebrush Polymer Conjugates for Enhanced Antisense Oligonucleotide Therapy in Myotonic Dystrophy Type 1**

Yao Li, Christopher Oetheimer, *et al.*

### **This PDF file includes:**

Supplementary Fig. S1 to S13  
Supplementary Table S1 to S3  
Abbreviations

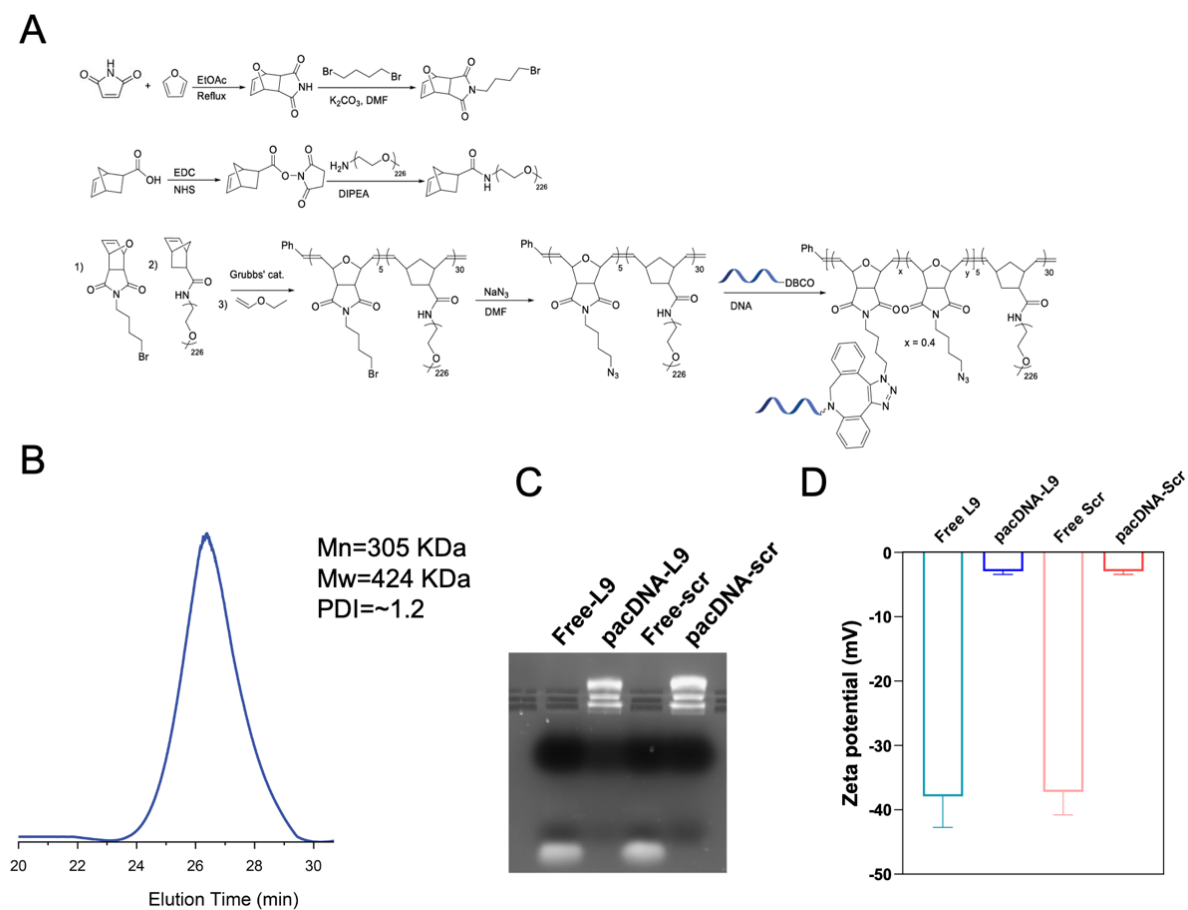

**Supplementary Figure S1. (A)** Synthesis scheme of the pacDNA conjugate. DBCO-functionalized ASO shown in blue ( $\sim 2.0$  ASO per polymer) **(B)** Aqueous gel permeation chromatograph of the pacDNA-L9 conjugate. Molecular weight (Mn and Mw) and polydispersity (PDI) were approximated by DMF-GPC. **(C)** Agarose gel (2%) electrophoresis separation of free L9 ASO (lane 1), pacDNA-L9 (lane 2), free L9-Scr ASO (lane 3), and pacDNA-Scr (lane 4). **(D)** Zeta potential ( $\zeta$ ) measurements of the pacDNA-L9, pacDNA-Scr, free L9 ASO, and L9-Scr ASO in Nanopure water. Error bars indicate  $\pm$ s.d.

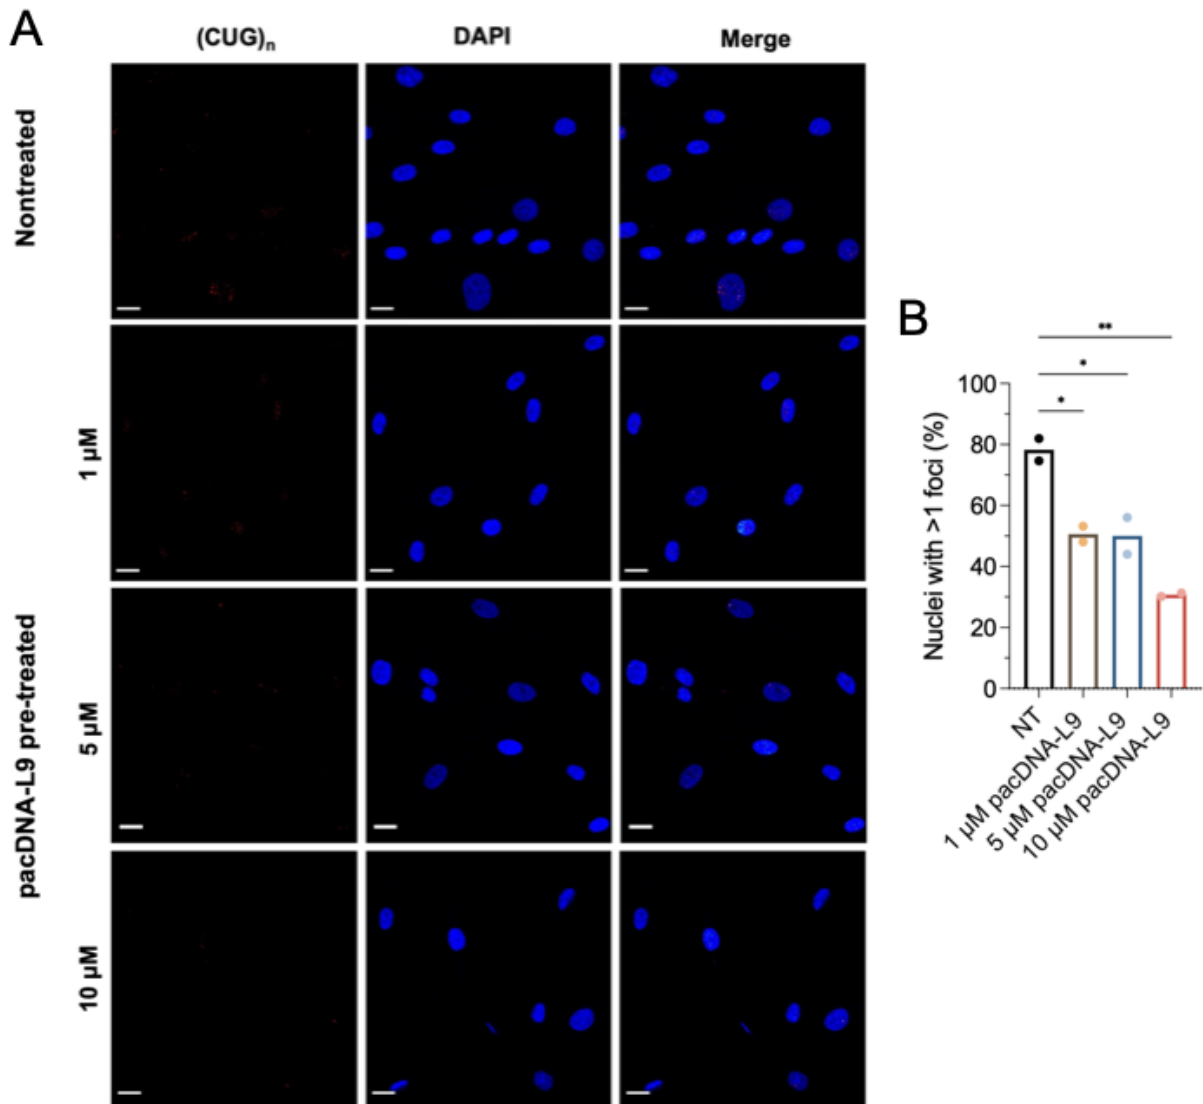

**Supplementary Figure S2. (A)** Dose-responsive fluorescence *in situ* hybridization experiment of human DM1 fibroblasts (GM03989) pretreated for 24 h with 1  $\mu$ M, 5  $\mu$ M, or 10  $\mu$ M pacDNA-L9. Red: nuclear CUG<sup>exp</sup> foci; blue: nuclei. Scale bars: 20  $\mu$ m. **(B)** Quantification of the percentage of nuclei with foci > 1 in nontreated and pacDNA-L9 treated cells (~150 nuclei counted per sample per replicate).

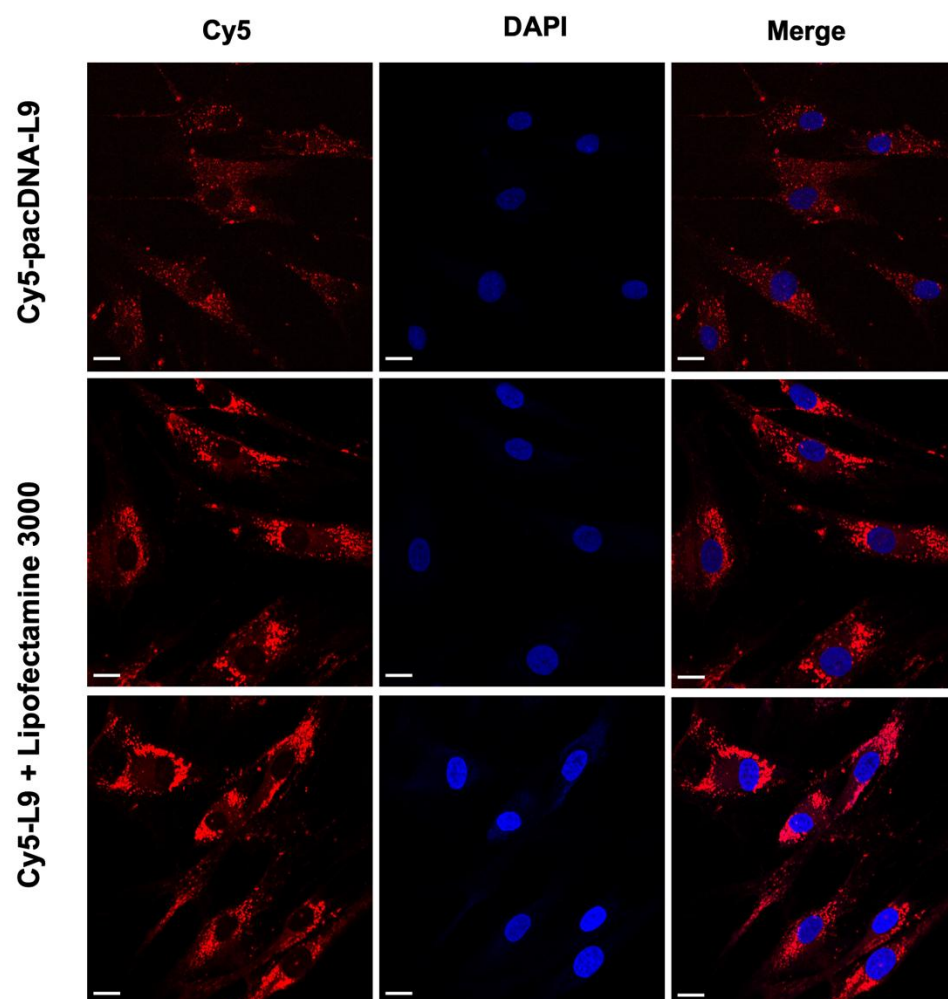

**Supplementary Figure S3.** DM1 fibroblasts (GM03989) treated with Cy5-labeled pacDNA-L9 (1  $\mu$ M, ASO basis) or free Cy5-L9 ASO polyplex with Lipofectamine 3000 for 24 h. Red: ASO; blue: nuclei. Scale bars: 20  $\mu$ m.

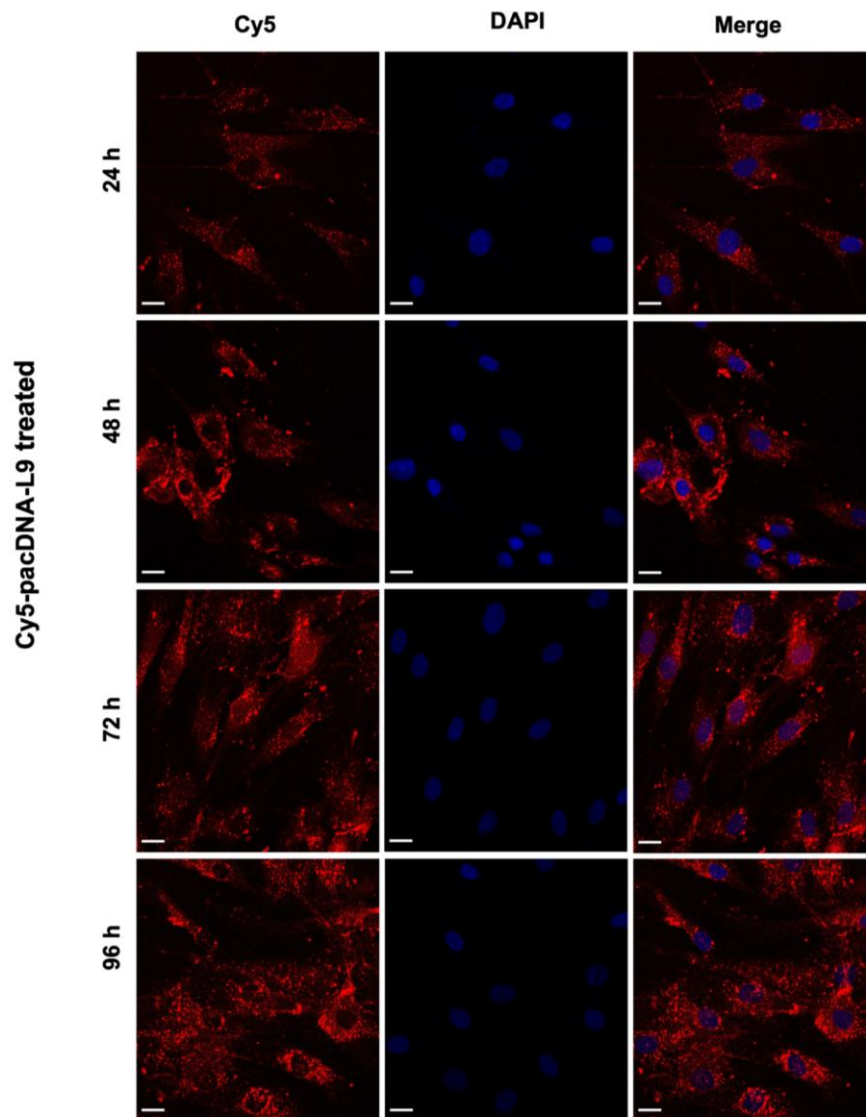

**Supplementary Figure S4.** Human DM1 fibroblasts (GM03989) treated with 1  $\mu$ M (ASO basis) Cy5-pacDNA-L9 for 24, 48, 72, and 96 h. Red: pacDNA-L9; blue: nuclei. Scale bars: 20  $\mu$ m.

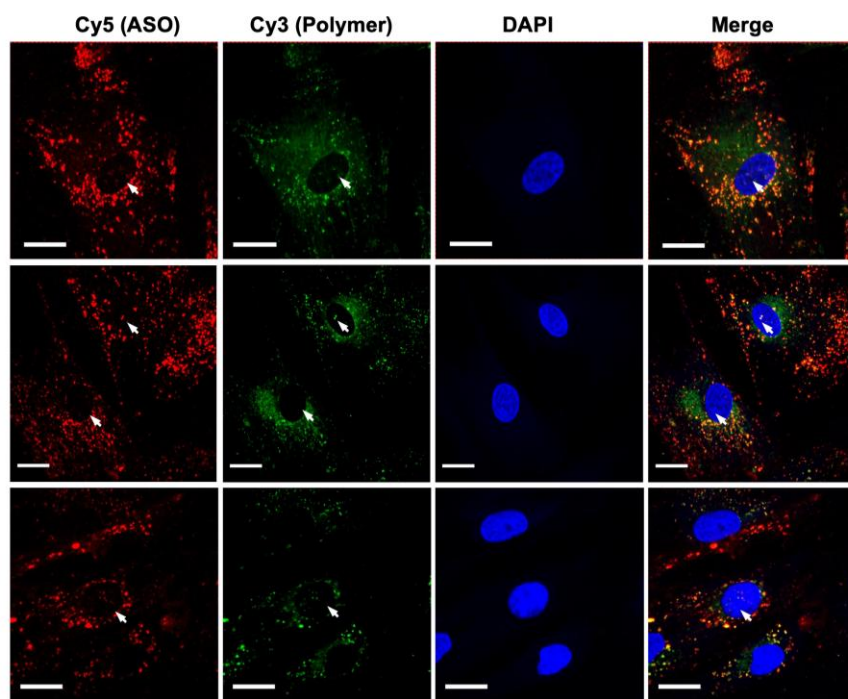

**Supplementary Figure S5.** Confocal microscopy of human DM1 fibroblasts (GM03989) treated with dual-labeled pacDNA-L9 for 24 h, showing colocalization. Red: Cy5-L9 ASO; green: Cy3-bottlebrush polymer; blue: nuclei. Scale bars: 20  $\mu$ m.

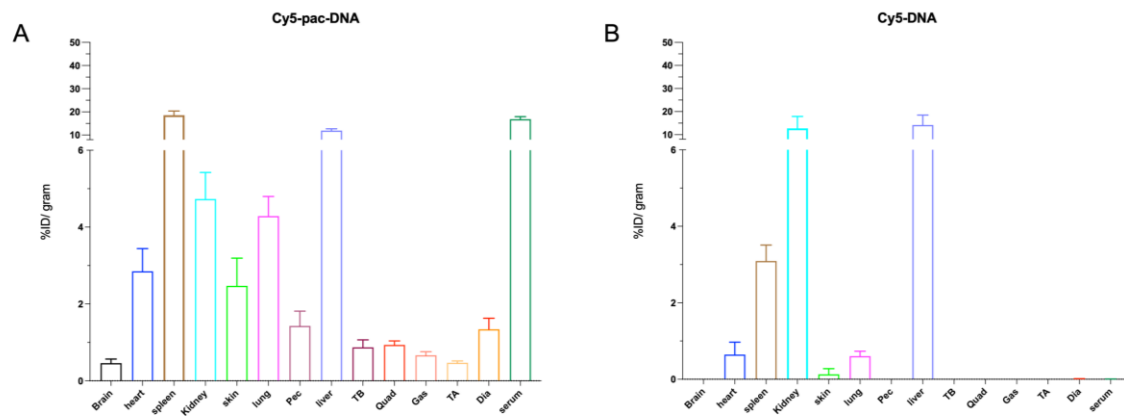

**Supplementary Figure S6. Biodistribution of Cy5-labeled pacDNA and free ASO. (A, B) *Ex vivo*** biodistribution of Cy5-pacDNA-L9 and Cy5-L9 in various tissues and organs measured over 3 days (n=3) in HSA<sup>LR</sup> mice. The y axis shows the percent of injected dose per gram of tissue (%ID/g). Quad-quadriceps; Gas-gastrocnemius; TA-tibialis anterior; Pec-pectoralis; Dia-diaphragm.

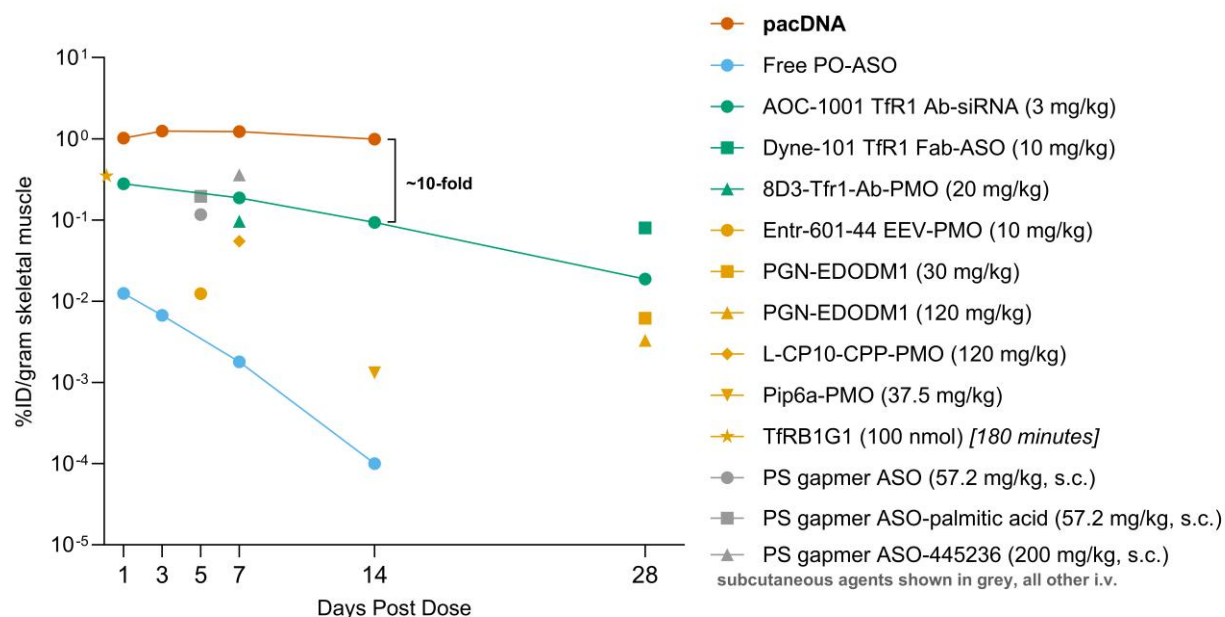

**Supplementary Figure S7:** Skeletal muscle accumulation (% injected dose/gram muscle) of pacDNA and free ASO (Figure 2 of this manuscript) along with published data from peptide and antibody conjugates in mice (data converted to %ID/g). Green: Tfr1 antibody or Fab conjugates; yellow: peptide conjugates which are either muscle targeting or cationic; grey: free ASO or lipid-conjugated ASOs. The free ASO and lipid-ASO conjugates were dosed s.c.; all other agents were injected i.v. %ID/g values were calculated using published concentrations and individual ASO/siRNA drug molecular weights, assuming mouse bodyweight = 25 g. The x axis represents time since the final dose if multiple doses were administered. Sources: (Weeden, 2025; Geall, 2021; Holland, 2025; Entrada Therapeutics, Inc. 2023 Annual Report to Securityholders; Klein, 2019; Schneider, 2025; Prakash, 2019; Crook, 2020; Hammond, 2022; Wheeler, 2012). Dyne-101: gastrocnemius; Pip6a-PMO: quadriceps; L-CP10-COO-PMO: quadriceps; PGN-EDODM1: skeletal muscle (unspecified); AOC-1001: quadriceps; PS gapmer ASO and PS gapmer ASO-palmitic acid: quadriceps; Entr-601-44: skeletal muscle (unspecified); TfrB1G1: skeletal muscle (unspecified); 8D3-Tfr1-Ab-PMO: quadriceps; ASO-445236: quadriceps.

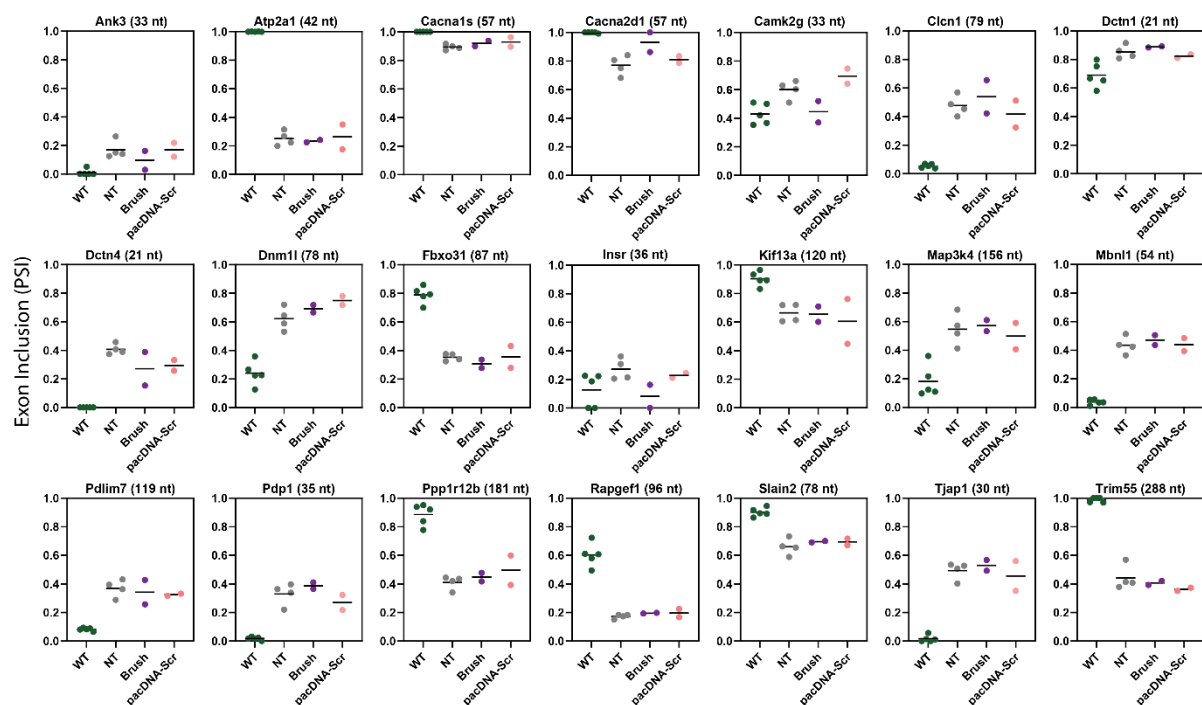

**Supplementary Figure S8.** Percent spliced in (PSI) of 21 DM1-associated splice events in wildtype (n=5), nontreated HSA<sup>LR</sup> (n=4), brush (equimolar to pacDNA-L9, n=2) and pacDNA-Scr (5.3 mg/kg, n=2) treated HSA<sup>LR</sup> quadriceps, two weeks post-injection.

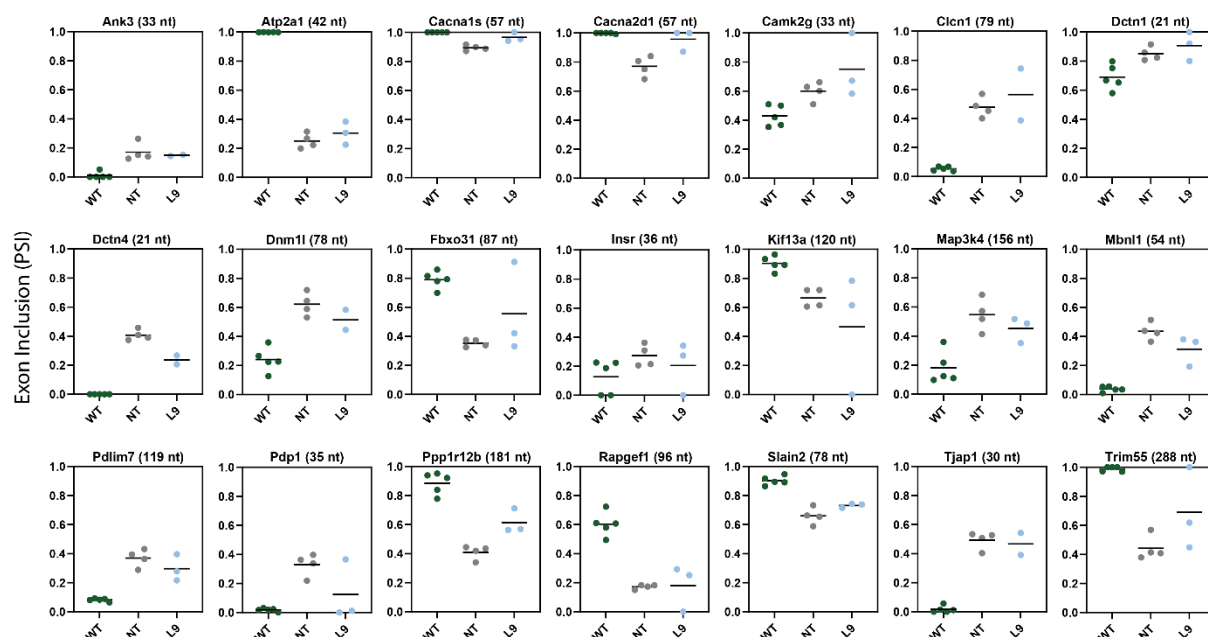

**Supplementary Figure S9.** Percent spliced-in (PSI) graphs for 21 DM1-associated splice events in wildtype (n=5), nontreated HSA<sup>LR</sup> (n=4) and free L9 ASO-treated HSA<sup>LR</sup> mice (5.3 mg/kg, n=3) in quadriceps two weeks post-injection.

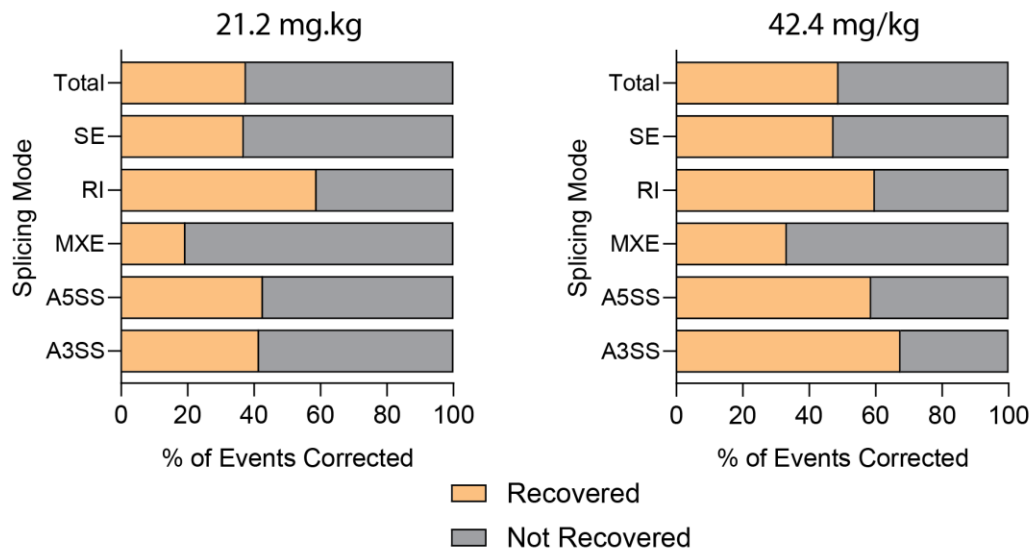

**Supplementary Figure S10.** Splicing mode correction in 21.2 mg/kg and 42.4 mg/kg cohort. 1287 splicing events comprising alternative three primes splice site (A3SS), alternative five primes splice site (A5SS), mixed exon (MXE), retained intron (RI), and skipped exon (SE) events identified as dysregulated in DM1.

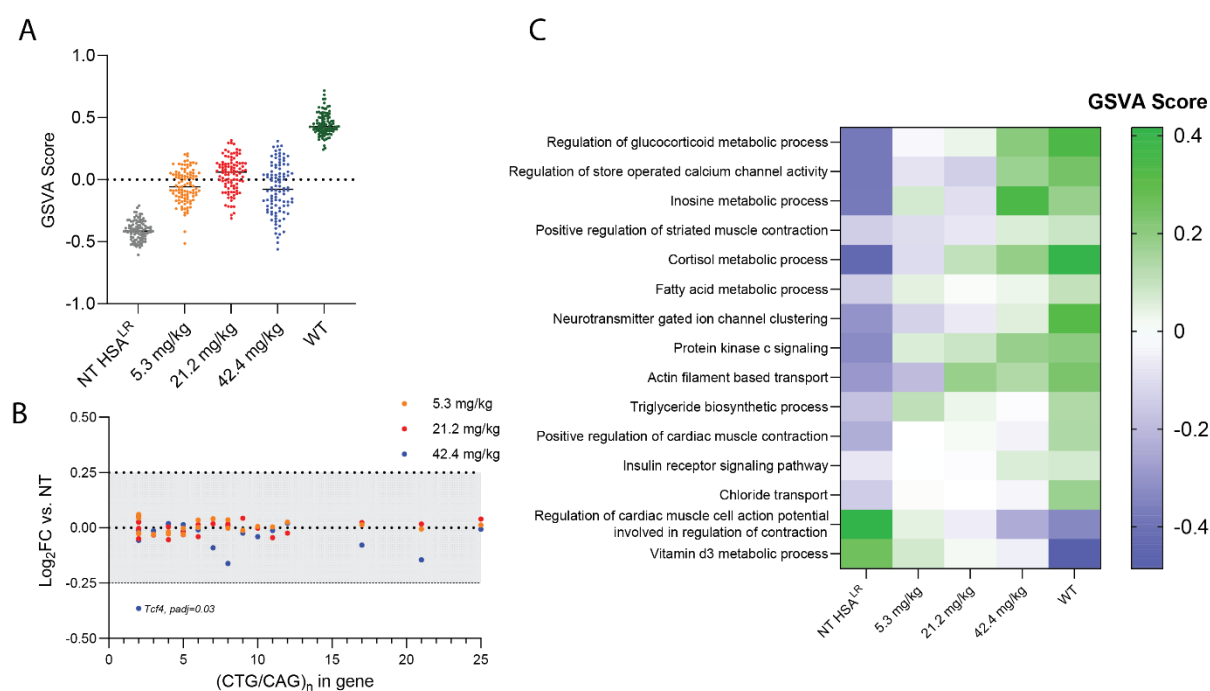

**Supplementary Figure S11. (A)** Gene set variation analysis (GSVA) scores of the 100 lowest score (most downregulated) GO biological processes in nontreated HSA<sup>LR</sup> samples compared to wildtype across all treatment groups. **(B)** Select GO biological process GSVA scores visualized by heatmap across all treatment groups. **(C)** Expression levels of 21 endogenous genes containing short (CUG)<sub>n</sub> (n=2-25) RNA tracts in pacDNA-L9 treated mice vs. NT (Table S3).

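GSVA gives each sample a score for each gene set, and the legend takes the lowest scores as the most downregulated sets. The scores of panels A and B are for GO biological processes chosen as the lowest in NT mice relative to WT mice. The gene sets and scores were not analysed here. Panel C plots the log2 fold changes of Supplementary Table S3.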

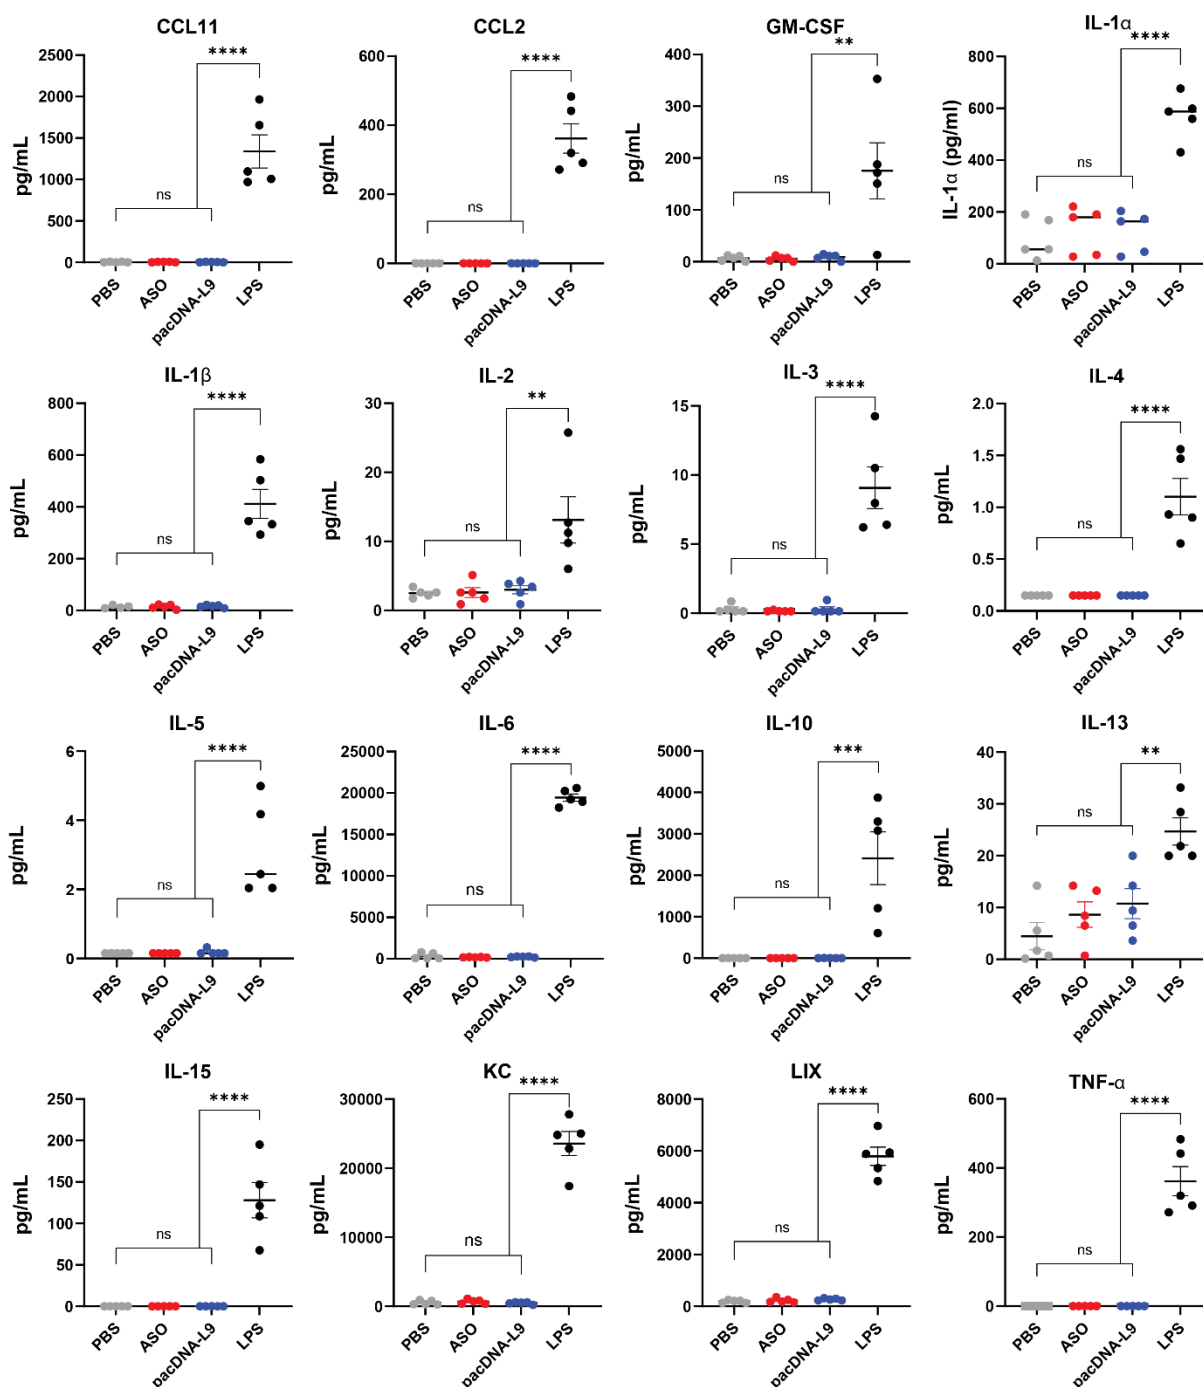

**Supplementary Figure S12.** Cytokine and chemokine levels in HSA<sup>LR</sup> mice serum 4 h after i.v. injection of PBS, free L9-ASO, pacDNA-L9 (10.6 mg/kg), or LPS (2 mg/kg) (n=5 per group) (\*\*\*\*p<0.0001, \*\*\*p<0.001, \*\*p<0.01, one-way ANOVA). Error bars indicate  $\pm$ s.e.m.

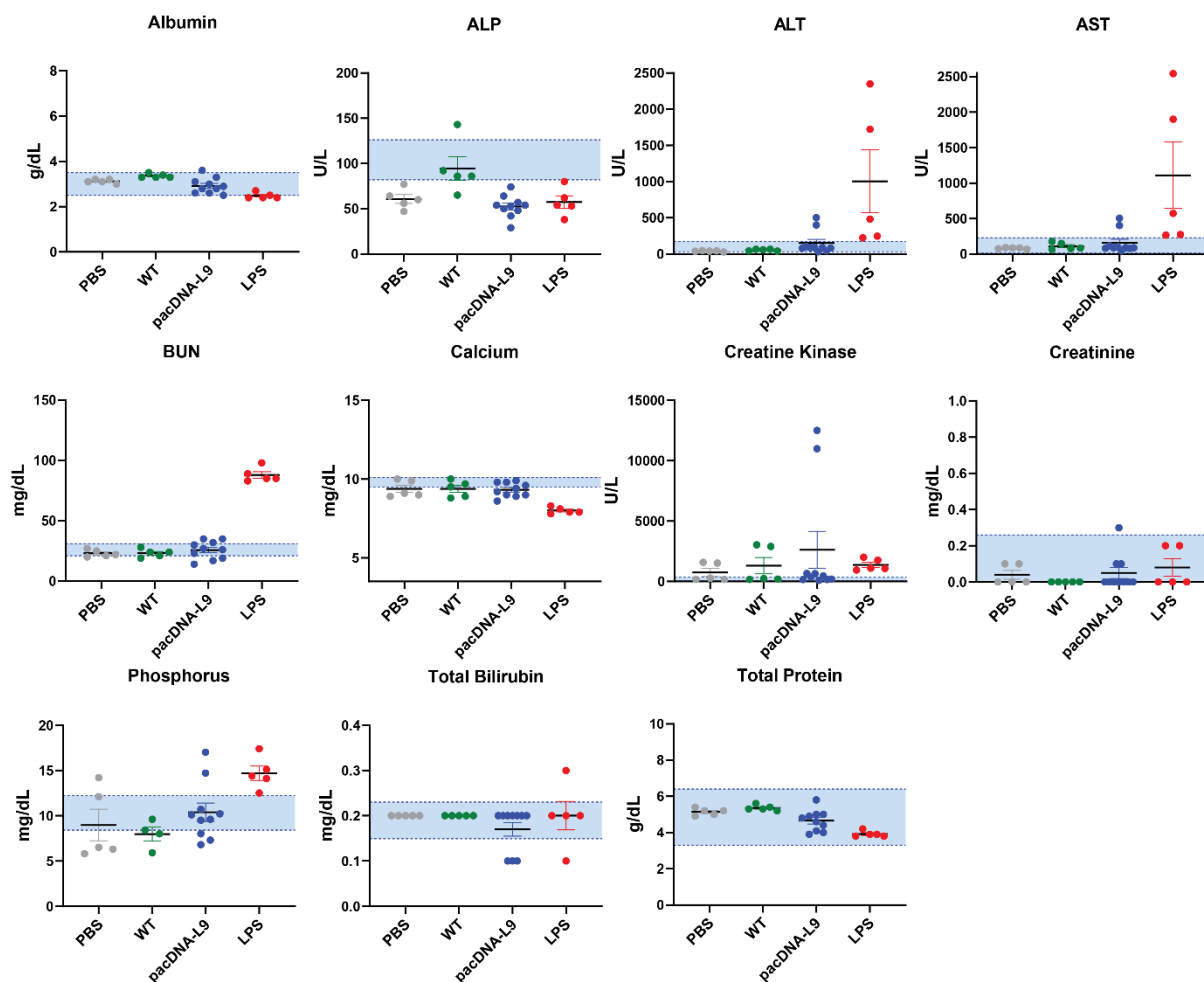

**Supplementary Figure S13.** Liver function and renal function biomarker levels in HSA<sup>LR</sup> mice serum collected after i.v. injection of PBS (n=5), pacDNA-L9 (10.6 mg/kg) (n=10), or LPS (2 mg/kg) (n=5), or in FVB/N wildtype (WT) mice (n=5). The blue shaded area represents the healthy reference range in FVB/N mice. Error bars indicate ±s.e.m.

| Gene Symbol   | ENSMUSG_ID          | Gene Symbol        | ENSMUSG_ID          |
|---------------|---------------------|--------------------|---------------------|
| Ntf5          |                     | Tnfaip8l1          | ENSMUSG000000041759 |
| Gm50285       |                     | 2310039L15Rik      |                     |
| Mktn3         | ENSMUSG000000049436 | Marchf9            | ENSMUSG000000041731 |
| Gm11382       |                     | Itih4              | ENSMUSG000000026639 |
| Fosb          | ENSMUSG000000013205 | Cd68               | ENSMUSG000000018774 |
| Pglyrp1       | ENSMUSG000000050822 | Mmp3               | ENSMUSG000000043613 |
| Hes1          | ENSMUSG000000022528 | Il6ra              | ENSMUSG000000027947 |
| Epb41l5       | ENSMUSG000000025810 | Gm34220            |                     |
| Zscan18       | ENSMUSG000000056749 | Gm34804            |                     |
| Gm49454       |                     | Gm44717            |                     |
| Gm16159       |                     | Serpina3n          | ENSMUSG000000021060 |
| Gas2l3        | ENSMUSG000000035295 | Lgals3             | ENSMUSG000000027797 |
| Pthlh         | ENSMUSG000000021998 | Crip3              | ENSMUSG000000033813 |
| Tas1r1        | ENSMUSG000000031673 | ENSMUSG00000120664 | ENSMUSG000000120664 |
| Mir6338       |                     | Lcn2               | ENSMUSG000000026822 |
| Gm44899       |                     | 1700102H20Rik      |                     |
| Spns3         | ENSMUSG000000046179 | Camk2n2            | ENSMUSG000000032115 |
| Nfatc2        | ENSMUSG000000025542 | Ntng2              | ENSMUSG000000056647 |
| Socs3         | ENSMUSG000000013729 | Rnf212b            | ENSMUSG000000073708 |
| Hmga2-ps1     |                     | Rrad               | ENSMUSG000000032550 |
| Rhbdl3        | ENSMUSG000000037012 | Mfap4              | ENSMUSG000000029461 |
| C330018A13Rik |                     | Tppp3              | ENSMUSG000000031834 |
| 5930438M14Rik |                     | ENSMUSG00000120176 | ENSMUSG000000120176 |
| Ildr1         | ENSMUSG000000059401 | Serpine1           | ENSMUSG000000037411 |
| Creg2         | ENSMUSG000000014599 | Icam1              | ENSMUSG000000037405 |
| Gm50194       |                     | Cacnb4             | ENSMUSG000000032097 |
| Ptx3          | ENSMUSG000000027832 | Cfap77             | ENSMUSG000000052504 |
| 1700110C19Rik |                     | Clca1              | ENSMUSG000000062627 |
| Fos           | ENSMUSG000000021250 | Gm10433            |                     |
| Nrg2          | ENSMUSG000000056644 | Cilp               | ENSMUSG000000037336 |
| Actr3b        | ENSMUSG000000027790 | Gm28040            |                     |
| Gm6665        |                     | Atf3               | ENSMUSG000000026628 |
| Egr1          | ENSMUSG000000038418 | S100a4             | ENSMUSG000000023341 |
| Tppp2         | ENSMUSG000000034428 | Ncmap              | ENSMUSG000000050295 |
| Cntnap2       | ENSMUSG000000061915 | Ncaph              | ENSMUSG000000031537 |
| 1010001B22Rik |                     | Xirp1              | ENSMUSG000000032446 |
| Klhl6         | ENSMUSG000000030093 | Tiam2              | ENSMUSG000000048095 |
| Adamts9       | ENSMUSG000000058880 | Prg4               | ENSMUSG000000028152 |
| Lgi2          | ENSMUSG000000045321 | Cacna1i            | ENSMUSG000000021897 |
| Cnga3         | ENSMUSG000000032150 | Gm40634            |                     |
| Gm11266       |                     | Gm11827            |                     |
| Dok5          | ENSMUSG000000040152 | 4930556M19Rik      |                     |
| Cdcp1         | ENSMUSG000000020950 | Slit1              | ENSMUSG000000031558 |
| Gm15132       |                     | Hspb1              | ENSMUSG000000004951 |
| Gask1a        | ENSMUSG000000066687 | Batf2              | ENSMUSG000000059019 |
| BC023105      |                     | Ankrd1             | ENSMUSG000000002007 |
| Tesmin        | ENSMUSG000000032503 | Irf5               | ENSMUSG000000029770 |

|                    |                    |                    |                    |
|--------------------|--------------------|--------------------|--------------------|
| E2f7               | ENSMUSG00000056478 | AW046200           |                    |
| Gm44193            |                    | Lmod2              | ENSMUSG00000032549 |
| Dhcr24             | ENSMUSG00000019224 | Arhgap33           | ENSMUSG00000046427 |
| Uhrf1              | ENSMUSG00000040204 | 2310039L15Rik      |                    |
| Olfr93             | ENSMUSG00000062227 | Marchf9            | ENSMUSG00000041731 |
| Tmem158            | ENSMUSG00000027199 | Itih4              | ENSMUSG00000026639 |
| Prepl              | ENSMUSG00000050069 | Cd68               | ENSMUSG00000018774 |
| Gm20758            |                    | Mmp3               | ENSMUSG00000043613 |
| Mss51              | ENSMUSG00000038998 | Il6ra              | ENSMUSG00000027947 |
| Ttc7               | ENSMUSG00000030471 | Gm34220            |                    |
| Cracd              | ENSMUSG00000052837 | Gm34804            |                    |
| Irx3os             |                    | Gm44717            |                    |
| Rhpn2              | ENSMUSG00000041146 | Serpina3n          | ENSMUSG00000021060 |
| Cdhr4              | ENSMUSG00000050765 | Lgals3             | ENSMUSG00000027797 |
| Gm45163            |                    | Crip3              | ENSMUSG00000033813 |
| Gm53023            |                    | ENSMUSG00000120664 | ENSMUSG00000120664 |
| Amy1               | ENSMUSG00000074694 | Lcn2               | ENSMUSG00000026822 |
| Gm36325            |                    | 1700102H20Rik      |                    |
| 2310068J16Rik      |                    | Camk2n2            | ENSMUSG00000032115 |
| Gadd45b            | ENSMUSG00000015312 | Ntng2              | ENSMUSG00000056647 |
| 2900093K20Rik      |                    | Rnf212b            | ENSMUSG00000073708 |
| Mettl21c           | ENSMUSG00000036855 | Rrad               | ENSMUSG00000032550 |
| Col9a1             | ENSMUSG00000026147 | Mfap4              | ENSMUSG00000029461 |
| Spata6l            | ENSMUSG00000061088 | Tppp3              | ENSMUSG00000031834 |
| Meg3               | ENSMUSG00000021268 | ENSMUSG00000120176 | ENSMUSG00000120176 |
| ENSMUSG00000120806 | ENSMUSG00000120806 | Serpine1           | ENSMUSG00000037411 |
| Gm4107             |                    | Icam1              | ENSMUSG00000037405 |
| 6720468P15Rik      |                    | Cacnb4             | ENSMUSG00000032097 |
| Esyts              | ENSMUSG00000020911 | Cfap77             | ENSMUSG00000052504 |
| Eif4e1b            | ENSMUSG00000063659 | Clca1              | ENSMUSG00000062627 |
| Gm31579            |                    | Gm10433            |                    |
| Amhr2              | ENSMUSG00000029402 | Cilp               | ENSMUSG00000037336 |
| Spata33            | ENSMUSG00000074411 | Gm28040            |                    |
| Atp1b4             | ENSMUSG00000062939 | Atf3               | ENSMUSG00000026628 |
| Dnase2b            | ENSMUSG00000041607 | S100a4             | ENSMUSG00000023341 |
| Ttc39a             | ENSMUSG00000032402 | Ncmaph             | ENSMUSG00000050295 |
| Cstad              | ENSMUSG00000057880 | Ncaph              | ENSMUSG00000031537 |
| Rapgef4os3         |                    | Xirp1              | ENSMUSG00000032446 |
| Gm17218            |                    | Tiam2              | ENSMUSG00000048095 |
| Neu2               | ENSMUSG00000039584 | Prg4               | ENSMUSG00000028152 |
| 2310015K22Rik      |                    | Cacna1i            | ENSMUSG00000021897 |
| Hcn2               | ENSMUSG00000053058 | Gm40634            |                    |
| Btbd8              | ENSMUSG00000020696 | Gm11827            |                    |
| Wnt5b              | ENSMUSG00000036856 | 4930556M19Rik      |                    |
| Plekhd1            | ENSMUSG00000020473 | Slit1              | ENSMUSG00000031558 |
| Odf3l2             | ENSMUSG00000052357 | Hspb1              | ENSMUSG00000004951 |
| Cdk1               | ENSMUSG00000019942 | Batf2              | ENSMUSG00000059019 |
| Fam81b             | ENSMUSG00000003348 | Ankrd1             | ENSMUSG00000002007 |

|                     |                     |               |                     |
|---------------------|---------------------|---------------|---------------------|
| 6430548M08Rik       |                     | Irf5          | ENSMUSG00000029770  |
| Th                  | ENSMUSG00000000701  | AW046200      |                     |
| Irx3                | ENSMUSG000000031734 | Lmod2         | ENSMUSG000000032549 |
| ENSMUSG000000120730 | ENSMUSG000000120730 | Arhgap33      | ENSMUSG000000046427 |
| Tnfaip8l1           | ENSMUSG000000041759 | Hhipl1        | ENSMUSG000000047910 |
| 2310039L15Rik       |                     | Madd          | ENSMUSG000000026556 |
| Marchf9             | ENSMUSG000000041731 | Ppm1e         | ENSMUSG000000002083 |
| Itih4               | ENSMUSG000000026639 | Calml4        | ENSMUSG000000047139 |
| Cd68                | ENSMUSG000000018774 | 4930481A15Rik |                     |
| Mmp3                | ENSMUSG000000043613 | Gm26782       |                     |
| Il6ra               | ENSMUSG000000027947 | Tnfrsf12a     | ENSMUSG000000023906 |
| Gm34220             |                     | Lamc2         | ENSMUSG000000026479 |
| Gm34804             |                     | 4930556M19Rik |                     |
| Gm44717             |                     | Slit1         | ENSMUSG000000031558 |
| Serpina3n           | ENSMUSG000000021060 | Hspb1         | ENSMUSG000000004951 |
| Lgals3              | ENSMUSG000000027797 | Batf2         | ENSMUSG000000059019 |
| Crip3               | ENSMUSG000000033813 | Ankrd1        | ENSMUSG000000002007 |
| ENSMUSG000000120664 | ENSMUSG000000120664 | Irf5          | ENSMUSG000000029770 |
| Lcn2                | ENSMUSG000000026822 | AW046200      |                     |
| 1700102H20Rik       |                     | Lmod2         | ENSMUSG000000032549 |
| Camk2n2             | ENSMUSG000000032115 | Arhgap33      | ENSMUSG000000046427 |
| Ntng2               | ENSMUSG000000056647 | Hhipl1        | ENSMUSG000000047910 |
| Rnf212b             | ENSMUSG000000073708 | Madd          | ENSMUSG000000026556 |
| Rrad                | ENSMUSG000000032550 | Ppm1e         | ENSMUSG000000002083 |
| Mfap4               | ENSMUSG000000029461 | Calml4        | ENSMUSG000000047139 |
| Tppp3               | ENSMUSG000000031834 | 4930481A15Rik |                     |
| ENSMUSG000000120176 | ENSMUSG000000120176 | Gm26782       |                     |
| Serpine1            | ENSMUSG000000037411 | Tnfrsf12a     | ENSMUSG000000023906 |
| Icam1               | ENSMUSG000000037405 | Lamc2         | ENSMUSG000000026479 |
| Cacnb4              | ENSMUSG000000032097 | Prg4          | ENSMUSG000000028152 |
| Cfap77              | ENSMUSG000000052504 | Cacna1i       | ENSMUSG000000021897 |
| Clca1               | ENSMUSG000000062627 | Gm40634       |                     |
| Gm10433             |                     | Gm11827       |                     |
| Cilp                | ENSMUSG000000037336 |               |                     |
| Gm28040             |                     |               |                     |
| Atf3                | ENSMUSG000000026628 |               |                     |
| S100a4              | ENSMUSG000000023341 |               |                     |
| Ncmap               | ENSMUSG000000050295 |               |                     |
| Ncaph               | ENSMUSG000000031537 |               |                     |
| Xirp1               | ENSMUSG000000032446 |               |                     |
| Tiam2               | ENSMUSG000000048095 |               |                     |

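The table lists the genes of the heatmap in Fig. 4D, the top 25% by recovery score at 42.4 mg/kg. It holds 264 entries with 160 distinct symbols, of which 154 are in the annotation of the deposited counts and 147 were tested. Of these 147 genes, 91 are among those called between NT and WT with all libraries, 82 are in the top 25% of that list, and 83 (56.5%) scored below 0.5 with a median score of 0.461. For 36 of the 147, the mean at 42.4 mg/kg lay outside the range between the WT and NT means. DESeq2 with all libraries called 127 of them, and 0 of them were in the top 25% of its list, which held 278 genes, although 143 of the 147 had an unadjusted p under 0.05 in edgeR's test between NT and WT. DESeq2 with only the first deposited set, run after the values in the table had been seen, called 542 genes between NT and WT, 395 higher and 147 lower in NT. That list included 136 of the tabulated genes, and 131 of the 136 genes in its top 25% are in the table. On that list, 15.3% scored below 0.5. Of the 110 distinct symbols in the annotation that are given an ID, 86 are paired with the ID of another gene, so the genes were identified by symbol.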

**Supplementary Table S1.** Gene symbols and ENSMUSG IDs in Figure 4D heatmap.

| Exon_ID            | Gene Name | Gene_ID             | Chromosome |
|--------------------|-----------|---------------------|------------|
| ENSMUSE00000360150 | Hes1      | ENSMUSG00000022528  | chr16      |
| ENSMUSE00001406312 | Eef2      | ENSMUSG00000034994  | chr10      |
| ENSMUSE00001462927 | Unknown   | Unknown             | chrNA      |
| ENSMUSE00000476481 | Socs3     | ENSMUSG00000053113  | chr11      |
| ENSMUSE00000674408 | Kcna7     | ENSMUSG00000038201  | chr7       |
| ENSMUSE00001491596 | Hmga2-ps1 | ENSMUSG000000121135 | chr1       |
| ENSMUSE00001295963 | Prkg1     | ENSMUSG00000052920  | chr19      |
| ENSMUSE00000366333 | Npc2      | ENSMUSG00000021242  | chr12      |
| ENSMUSE00000796977 | Gpt2      | ENSMUSG00000031700  | chr8       |
| ENSMUSE00000770571 | Spns3     | ENSMUSG00000020798  | chr11      |
| ENSMUSE00000551022 | Actr3b    | ENSMUSG00000056367  | chr5       |
| ENSMUSE00001394300 | Rpl4      | ENSMUSG00000032399  | chr9       |
| ENSMUSE00000358925 | Pygb      | ENSMUSG00000033059  | chr2       |
| ENSMUSE00000444047 | Prepl     | ENSMUSG00000024127  | chr17      |
| ENSMUSE00000530732 | Synm      | ENSMUSG00000030554  | chr7       |
| ENSMUSE00000121140 | Mss51     | ENSMUSG00000021815  | chr14      |
| ENSMUSE00000811913 | Des       | ENSMUSG00000026208  | chr1       |
| ENSMUSE00000764115 | Mrpl53    | ENSMUSG00000030037  | chr6       |
| ENSMUSE00000135592 | Map3k4    | ENSMUSG00000014426  | chr17      |
| ENSMUSE00000108712 | Cacng1    | ENSMUSG00000020722  | chr11      |
| ENSMUSE00000739070 | Atp1a2    | ENSMUSG00000007097  | chr1       |
| ENSMUSE00000907794 | Gm6665    | ENSMUSG00000091561  | chr18      |
| ENSMUSE00000150608 | Dhcr24    | ENSMUSG00000034926  | chr4       |
| ENSMUSE00000121136 | Mss51     | ENSMUSG00000021815  | chr14      |
| ENSMUSE00001105014 | Rian      | ENSMUSG00000097451  | chr12      |
| ENSMUSE00000121135 | Mss51     | ENSMUSG00000021815  | chr14      |
| ENSMUSE00000183754 | Tas1r1    | ENSMUSG00000028950  | chr4       |
| ENSMUSE00000508157 | Dhcr24    | ENSMUSG00000034926  | chr4       |
| ENSMUSE00000673864 | Ptpn3     | ENSMUSG00000038764  | chr4       |
| ENSMUSE00000818731 | Irx3os    | ENSMUSG00000046413  | chr8       |
| ENSMUSE00000138969 | C3        | ENSMUSG00000024164  | chr17      |
| ENSMUSE00000681760 | Ntrk2     | ENSMUSG00000055254  | chr13      |
| ENSMUSE00000121139 | Mss51     | ENSMUSG00000021815  | chr14      |
| ENSMUSE00001486783 | Gm16124   | ENSMUSG00000086914  | chr9       |
| ENSMUSE00001486783 | Gm16124   | ENSMUSG00000086914  | chr9       |
| ENSMUSE00001159054 | Rian      | ENSMUSG00000097451  | chr12      |
| ENSMUSE00000517786 | BC023105  | ENSMUSG00000063388  | chr18      |
| ENSMUSE00000673862 | Ptpn3     | ENSMUSG00000038764  | chr4       |
| ENSMUSE00001464259 | Vwa3b     | ENSMUSG00000050122  | chr1       |
| ENSMUSE00000121137 | Mss51     | ENSMUSG00000021815  | chr14      |
| ENSMUSE00001421257 | Fktn      | ENSMUSG00000028414  | chr4       |
| ENSMUSE00000662814 | Cstad     | ENSMUSG00000047363  | chr2       |
| ENSMUSE00000121138 | Mss51     | ENSMUSG00000021815  | chr14      |
| ENSMUSE00000121134 | Mss51     | ENSMUSG00000021815  | chr14      |
| ENSMUSE00000118021 | Fbp2      | ENSMUSG00000021456  | chr13      |
| ENSMUSE00001465072 | Unknown   | Unknown             | chrNA      |
| ENSMUSE00001487306 | Unknown   | Unknown             | chrNA      |
| ENSMUSE00000150485 | Myo1a     | ENSMUSG00000025401  | chr10      |

|                    |         |                    |       |
|--------------------|---------|--------------------|-------|
| ENSMUSE00000673856 | Ptpn3   | ENSMUSG00000038764 | chr4  |
| ENSMUSE00000200406 | Ctsc    | ENSMUSG00000030560 | chr7  |
| ENSMUSE00000386019 | Nek6    | ENSMUSG00000026749 | chr2  |
| ENSMUSE00001457082 | Timm21  | ENSMUSG00000024645 | chr18 |
| ENSMUSE00001368633 | Gm31579 | ENSMUSG00000107488 | chr6  |
| ENSMUSE00000642574 | Ubtf    | ENSMUSG00000020923 | chr11 |
| ENSMUSE00000227709 | Rrad    | ENSMUSG00000031880 | chr8  |
| ENSMUSE00000150492 | Myo1a   | ENSMUSG00000025401 | chr10 |
| ENSMUSE00000304093 | Gadd45b | ENSMUSG00000015312 | chr10 |
| ENSMUSE00000207557 | Itm2a   | ENSMUSG00000031239 | chrX  |
| ENSMUSE00000418634 | Tmem158 | ENSMUSG00000054871 | chr9  |
| ENSMUSE00000352487 | Camk2n2 | ENSMUSG00000051146 | chr16 |
| ENSMUSE00000363743 | Fam124b | ENSMUSG00000043230 | chr1  |
| ENSMUSE00000393249 | Tdrp    | ENSMUSG00000050052 | chr8  |
| ENSMUSE00000317344 | Hlx     | ENSMUSG00000039377 | chr1  |
| ENSMUSE00001081441 | Fbp2    | ENSMUSG00000021456 | chr13 |
| ENSMUSE00001489672 | Gm3235  | ENSMUSG00000090778 | chr8  |
| ENSMUSE00000110355 | Nxn     | ENSMUSG00000020844 | chr11 |
| ENSMUSE00001342858 | Gm35048 | ENSMUSG00000103292 | chr1  |
| ENSMUSE00000734122 | Meg3    | ENSMUSG00000021268 | chr12 |
| ENSMUSE00000322715 | Cacng1  | ENSMUSG00000020722 | chr11 |
| ENSMUSE00000150480 | Myo1a   | ENSMUSG00000025401 | chr10 |
| ENSMUSE00000673852 | Ptpn3   | ENSMUSG00000038764 | chr4  |
| ENSMUSE00000358523 | Plekho1 | ENSMUSG00000015745 | chr3  |
| ENSMUSE00000527204 | Ptpn3   | ENSMUSG00000038764 | chr4  |
| ENSMUSE00000869993 | Cacna1i | ENSMUSG00000022416 | chr15 |

**Supplementary Table S2.** Gene symbols and ENSMUSE IDs in Figure 4F heatmap.

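The table gives the exon bins behind the heatmap in Fig. 4F. An exon bin is a stretch of a gene that is exonic in at least some of its transcripts, and reads are counted on each bin separately. A bin's normalized count moves with the expression of its gene as well as with its splicing. Counts on bins cannot be made from counts on genes, so these values were not analysed here.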

| Gene     | (CTG) <sub>n</sub> /<br>*(CAG) <sub>n</sub> | Log <sub>2</sub> FC<br>pacDNA-<br>L9<br>5.3mg/kg<br>vs. NT | Log <sub>2</sub> FC<br>pacDNA-<br>L9<br>21.2mg/kg<br>vs. NT | Log <sub>2</sub> FC<br>pacDNA-<br>L9<br>42.4mg/kg<br>vs. NT | padj<br>pacDNA-<br>L9<br>5.3mg/kg<br>vs. NT | padj<br>pacDNA-<br>L9<br>21.2mg/kg<br>vs. NT | padj<br>pacDNA-<br>L9<br>42.4mg/kg<br>vs. NT |
|----------|---------------------------------------------|------------------------------------------------------------|-------------------------------------------------------------|-------------------------------------------------------------|---------------------------------------------|----------------------------------------------|----------------------------------------------|
| Papss2   | 2                                           | 0.044                                                      | 0.025                                                       | 0.026                                                       | 0.74                                        | 0.858                                        | 0.855                                        |
| Bpgm     | 2                                           | -0.027                                                     | -0.05                                                       | -0.01                                                       | 0.915                                       | 0.782                                        | 0.918                                        |
| Dmpk     | 2                                           | -0.023                                                     | -0.003                                                      | -0.057                                                      | 0.922                                       | 0.989                                        | 0.618                                        |
| Tcf4     | 2                                           | 0.06                                                       | 0.055                                                       | -0.365                                                      | 0.728                                       | 0.748                                        | 0.0341                                       |
| Ltbp3    | 3                                           | -0.03                                                      | -0.033                                                      | -0.014                                                      | 0.86                                        | 0.811                                        | 0.929                                        |
| Rpl14    | 4                                           | -0.028                                                     | 0.004                                                       | 0.019                                                       | 0.903                                       | 0.985                                        | 0.851                                        |
| Bri3bp   | 4                                           | -0.019                                                     | -0.054                                                      | 0.017                                                       | 0.928                                       | 0.648                                        | 0.911                                        |
| Map3k4   | 5                                           | -0.03                                                      | -0.021                                                      | -0.015                                                      | 0.896                                       | 0.91                                         | 0.895                                        |
| Notch4   | 5                                           | -0.003                                                     | -0.032                                                      | 0.014                                                       | 0.985                                       | 0.773                                        | 0.947                                        |
| Ptbp1    | 6                                           | 0.001                                                      | -0.04                                                       | -0.009                                                      | 0.998                                       | 0.776                                        | 0.959                                        |
| Sdc3     | 6                                           | 0.035                                                      | 0.014                                                       | 0                                                           | 0.856                                       | 0.946                                        | 1                                            |
| Armxc6   | 7                                           | 0.04                                                       | 0.018                                                       | -0.091                                                      | 0.626                                       | 0.852                                        | 0.594                                        |
| Milt3    | 8                                           | -0.002                                                     | 0.007                                                       | -0.162                                                      | 0.995                                       | 0.977                                        | 0.247                                        |
| Tacc1    | 8                                           | 0.036                                                      | 0.017                                                       | 0.012                                                       | 0.846                                       | 0.921                                        | 0.934                                        |
| Txlnb    | 9                                           | -0.012                                                     | 0.043                                                       | -0.024                                                      | 0.96                                        | 0.77                                         | 0.856                                        |
| Tnfrsf22 | 10                                          | 0.006                                                      | -0.002                                                      | -0.04                                                       | 0.971                                       | 0.985                                        | 0.834                                        |
| Pcolce   | 12                                          | 0.025                                                      | -0.024                                                      | 0.021                                                       | 0.854                                       | 0.837                                        | 0.909                                        |
| Fgd4     | 21                                          | -0.006                                                     | 0.017                                                       | -0.145                                                      | 0.981                                       | 0.917                                        | 0.336                                        |
| Mapkap1  | 25                                          | 0.012                                                      | 0.039                                                       | -0.007                                                      | 0.972                                       | 0.844                                        | 0.926                                        |
| Nr3c1*   | 17                                          | 0.014                                                      | 0.023                                                       | -0.079                                                      | 0.945                                       | 0.859                                        | 0.583                                        |
| Dap*     | 11                                          | 0.004                                                      | -0.045                                                      | -0.012                                                      | 0.985                                       | 0.697                                        | 0.95                                         |

**Supplementary Table S3.** Expression levels of endogenous genes containing short (2-25) CTG repeats relative to non-treated (NT) HSA<sup>LR</sup> mice.

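The table compares the expression of 21 genes with that of NT mice at 3 doses, which makes 63 pairs. In edgeR's test 0 of the 63 pairs had a padj under 0.05, over all genes or over the list alone, and 5 had an unadjusted p under 0.05. Named after their values were seen, the 5 pairs are *Bpgm* at 5.3 and 21.2 mg/kg and *Tcf4*, *Armcx6* and *Tnfrsf22* at 42.4 mg/kg. *Bpgm* (ENSMUSG00000038871) had a log2 fold change of −0.28 at 5.3 mg/kg (standard error 0.11, unadjusted p = 0.0149 from edgeR's quasi-likelihood test) and −0.29 at 21.2 mg/kg (standard error 0.12, unadjusted p = 0.0240). *Tnfrsf22* (ENSMUSG00000010751) had a log2 fold change of −0.67 at 42.4 mg/kg (standard error 0.30, unadjusted p = 0.0351). DESeq2 called 1 pair, *Tcf4* at 42.4 mg/kg, and 0 when only the first deposited set was used, a fit chosen after the values were seen. The size of a log2 fold change depends on shrinkage, which pulls estimates with little information toward 0. With all libraries, apeglm shrinkage in DESeq2 brought 0 of the 63 values beyond 0.001 in either direction. With only the first deposited set, a fit also chosen after the values were seen, it left all 21 values at 42.4 mg/kg beyond 0.001, with that of *Tcf4* (−0.31) the largest in size, and 0 of the 42 at the lower doses. The symbols Armxc6 and Milt3 in the table were read as *Armcx6* and *Mllt3*.

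**Figure D6:**
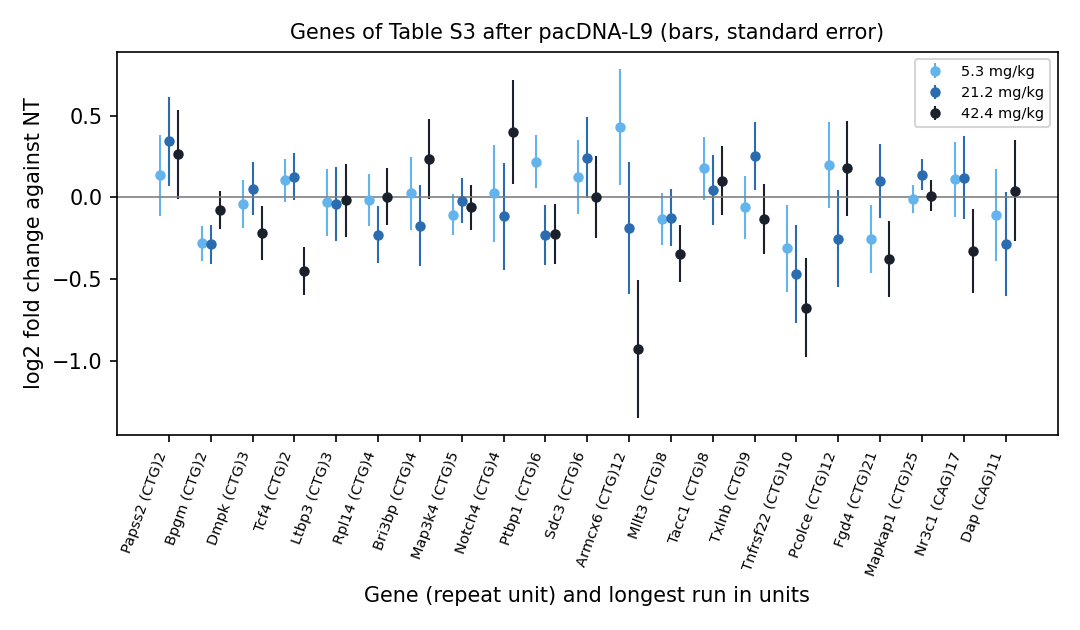
Log2 fold change against NT (y axis) for each gene of Table S3, with its repeat unit and its longest run (x axis), at 5.3, 21.2 and 42.4 mg/kg; points are estimates of edgeR's model and bars their standard errors. *Tnfrsf22* at 42.4 mg/kg lies at −0.67, further below 0 than its standard error of 0.30.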

## Abbreviations:

3'-UTR: Three prime untranslated region  
ASO: Antisense oligonucleotide  
CLCN1: Chloride voltage-gated channel 1  
CPG: Controlled-pore glass  
CUG<sup>exp</sup>: CUG-repeat expanded RNA  
DBCO: Dibenzocyclooctyne  
DFO: Desferrioxamine  
DLS: Dynamic light scattering  
DM1: Myotonic dystrophy type 1  
DM2: Myotonic dystrophy type 2  
DMD: Duchenne muscular dystrophy  
DMPK: DM1 Protein Kinase  
DMT: Dimethoxytrityl  
DIPEA: *N,N*-diisopropylethylamine  
EDCI: 1-ethyl-3-(3-dimethylaminopropyl)carbodiimide  
ELISA: Enzyme-linked immunosorbent assay  
FDR: False discovery rate  
FISH: Fluorescence *in situ* hybridization  
FSHD: Facioscapulohumeral muscular dystrophy  
GPC: Gel permeation chromatography  
GSEA: Gene set enrichment analysis  
GSVA: Gene set variation analysis  
I.V.: Intravenous  
%ID/g: Percent injected dose per gram  
KLH: Keyhole limpet haemocyanin  
LNA: Locked nucleic acid  
LPS: Lipopolysaccharide  
MBNL1: Muscleblind-like one  
pacDNA: Polymer-augmented conjugates of DNA  
PEG: Polyethylene glycol  
PMO: Phosphorodiamidate morpholino oligomer  
PS: Phosphorothioate  
PSI: Percent spliced in  
rMATS: R multivariate analysis of transcript splicing  
RP-HPLC: Reversed-phase high-performance liquid chromatography  
SMA: Spinal muscular atrophy  
Tfr1: Transferrin receptor 1  
<sup>89</sup>Zr: Zirconium-89

How the deposited data were processed for this re-analysis (not part of the article)

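Poly(A)-enriched RNA from the quadriceps of 30 mice was sequenced. The groups were 5 WT mice (FVB/N), 8 nontreated HSA LR mice (NT) and HSA LR mice given pacDNA-L9 at 5.3 mg/kg (n = 4), 21.2 mg/kg (n = 3) or 42.4 mg/kg (n = 3), free L9 (n = 3), Brush (n = 2) or pacDNA-Scr (n = 2). The authors trimmed the reads, mapped them to the mouse genome GRCm39 and deposited raw counts per gene, without normalization. The table holds whole numbers for 56748 Ensembl genes. The paper's text names Rsubread among its R packages but not the counting options, the annotation release or the treatment of reads that map to several places. In 5 libraries each of the 37 mitochondrial genes was listed at 0.

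Libraries were assigned to their condition and replicate from their labels, except the unnumbered WT mouse. Its name in the deposited table shows WT but matches no label exactly, so it was given no replicate number. The labels number 2 deposited sets separately. The first holds 24 libraries, with 6 NT mice, and the second holds 6. Sex was read from the counts of *Xist* and of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. The sex covariate was a continuous score, the log2 level of *Xist* minus the mean log2 level of these Y-linked genes. It varies among females with the level of *Xist*, so it does not adjust for sex alone. Library totals ran from 13605309 to 26956558 counts. For a share of the counts in a single library, a Wilson 95% confidence interval was computed, and 3 counts were taken as the smallest number that a library can show.

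Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the conditions as groups, which left 17518 genes, and normalized by TMM. Dispersions and a robust quasi-likelihood model with a coefficient for each of the 8 conditions were fitted to all 30 libraries together. Each treated group was compared with NT and with WT, and NT with WT, by the quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. For NT against WT the absolute log2 fold change also had to exceed 1, the paper's limit. The standard error of a log2 fold change was taken as its size divided by the square root of F. Expression of single genes is given in CPM after TMM normalization, as mean ± SD over mice.

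A gene changed between NT and WT counted as corrected when its adjusted p against WT at 42.4 mg/kg was above 0.05. The recovery score followed the paper's formula on group means of counts divided by DESeq2's size factors. The position of an animal was the sum over genes of its signed distance from the NT mean, on log2 counts with a pseudocount of 1, in percent of the summed distance between the NT and WT means. NT animals were placed with a gene list and means computed without them. Groups of animals were compared by exact two-sided permutation tests, and the smallest p that the design allows is given where it matters.

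Genes are named in the text by a rule fixed in advance. It covers every gene of Supplementary Table S3, *Gtf2b* and *Acta1*. For NT against WT and for 42.4 mg/kg against NT, it covers the 3 higher and the 3 lower genes with the largest log2 fold change among those past the threshold, with a mean of at least 5 CPM and no overlap between the animals of the groups. It adds the 3 lowest recovery scores among genes with a mean of at least 5 CPM over NT and WT. Also covered are genes of the splicing panel of Fig. 3 past the threshold at the level of whole genes, and a set of 7 immediate early genes. Any other gene is said to be chosen after its values were seen.

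Alternatives changed 1 choice at a time. For the counts of changed genes these were DESeq2's size factors within edgeR or library size alone as the normalization, no filter on low counts or at least 10 counts in every library, the first deposited set only, the deposited set or sex as a covariate, no robust estimation, only the groups compared in the model, DESeq2 1.42.0 with its Wald test, its own size factors and its independent filtering, and each animal left out in turn. For NT against WT a model with the replicate number as a block and a list without the fold-change limit were added, and for fold changes shrinkage by apeglm 1.24.0. Recovery scores were also computed on the log2 scale, on TMM-normalized values and on other gene lists. Positions were also computed with library size, with the median over genes, without holding out NT animals and without the fold-change limit. After the data had been seen, models without the 5 libraries that list no mitochondrial counts, with these libraries as a covariate, with the number of genes detected at equal depth as a covariate, with a covariate for the 9 libraries that the deposited table names by group and running number alone (in all libraries and in the first set), and DESeq2 on the first deposited set, with and without apeglm, were added. The shift of these 9 along the change at 42.4 mg/kg was compared, in the 4 conditions with 1 such library, with every other choice of 1 library per condition.

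To count how often other splits of the same animals give as many changed genes, up to 100 splits into groups of the same sizes were fitted. Sets of 3 NT animals were also scored as if treated. Gene lists were compared with 10000 random lists matched on expression, and for L9 matches also on mRNA length and GC content, from GENCODE vM39. The procedure was tested on simulated counts with 200 changed genes and the group sizes of the study. It found 98% of them between NT and WT, with 4.39% false calls, and 82.5% at 42.4 mg/kg, with 1.20% false calls. Animals simulated at 60% of the way to WT were placed at 58.2%. Means and dispersions came from the first deposited set, and the changed genes all had changes of equal size. No difference between the deposited sets or between groups of libraries was simulated. The shares of false calls therefore do not cover the real data, where such differences are present. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with NumPy 2.4.6 and pandas 2.3.3.

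Percent-spliced-in values, exon bins and reads on the human transgene cannot be made from counts on mouse genes and were left out. Scores of GO gene sets (GSVA, GSEA and enrichment tests) were left out because the gene sets are not used here. Gel-based splicing, myotonia, imaging and protein data were not analysed here.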

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

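Chosen only after the result was seen were the tests of the deposited set, of library names and of single animals at 42.4 mg/kg, of the deposited set and of macrophage markers at 21.2 mg/kg, of the deposited set, single libraries and pseudogenes with free L9, of library size for free L9 B, and of shared reads for WT 1, as well as the marker scores in single animals. The lists of macrophage markers and of fasting and glucocorticoid response genes were thought of after the genes with the largest changes at 42.4 mg/kg had been seen. Their members had not been looked at, although *Mt2* is a relative of *Mt1*, which had, and *Ddit4* was later named by the rule for naming genes.

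The paper discusses genes that differ between NT and WT mice. Of the 450 genes changed at 42.4 mg/kg against NT, 400 were not changed between NT and WT, and 315 of the 400 were changed against WT as well. By the rule for naming genes, the largest increases without overlap between animals were those of *Mt1* (log2 fold change 4.58, standard error 0.61, padj = 8.29e-05), *Ddit4* (4.39, standard error 0.91, padj = 0.00723) and *Cimap1d* (4.32, standard error 0.68, padj = 0.000601). The largest decreases were those of *Ky* (−2.49, standard error 0.40, padj = 0.000627), *Kcnh2* (−2.15, standard error 0.49, padj = 0.0140) and *Lrrc38* (−2.09, standard error 0.36, padj = 0.00120). For each of these 6 genes all 3 mice at 42.4 mg/kg lay beyond all 8 NT mice. With 1 animal left out, the padj rose to at most 0.212 for *Ddit4*, 0.0559 for *Cimap1d* and 0.170 for *Kcnh2*, and stayed under 0.05 for *Mt1*, *Ky* and *Lrrc38*.

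Technical explanations were weighed for the change at 42.4 mg/kg. Of 100 splits of the 3 treated and 8 NT mice, 10 gave at least as many genes as the real one, which is among them. The other 9 all grouped NT 7 with NT 8, the NT mice of the second deposited set, and gave up to 1453 genes, while other splits without that pair gave at most 64. With all libraries the treatment therefore cannot be told apart from the deposited set by the splits. Within the first set, which holds all 3 mice at 42.4 mg/kg, 428 genes were changed, 1 of 84 splits, the real one, gave as many, and the next gave 3. These splits ignore a further grouping inside the first set. There, 9 libraries named by group and running number alone held fewer genes at equal depth (at most 18634) than each of the other 15 (at least 18637), and they include all 3 mice at 42.4 mg/kg and 1 NT mouse, NT 6. With this group as a covariate the count fell to 132 with all libraries and to 110 in the first set. Tested by its own coefficient in the first set, the group changed 0 genes, with 1394 of 15832 at an unadjusted p under 0.05. In the 4 conditions with 1 such library, these libraries lay on average 6.01% of the change at 42.4 mg/kg toward that dose from the others of their condition, and 13 of 120 choices of 1 library per condition lay as far (exact one-sided permutation test, p = 0.108). Over all alternatives, the padj rose to at most 0.0456 for *Mt1*, 0.0191 for *Ky* and 0.0176 for *Lrrc38*, and to 0.398 for *Ddit4*, 0.0713 for *Cimap1d* and 0.111 for *Kcnh2*. The 3 splits that put NT 6 in the place of 1 mouse at 42.4 mg/kg gave at most 3 genes in the first set. With all libraries, B and C with NT 6 gave the 64 genes named above. A with NT 6 and either B or C gave 0. The covariate takes the group's shift as equal in every condition, and 1 NT mouse carries it among NT. For each gene lost with it, the group and the dose cannot be told apart. Over the 428 genes as a set, the shift was 0.572% for NT 6 and −3.48% for Brush B. It was 12.0% for the unnumbered WT mouse and 15.0% for pacDNA-Scr B, while NT 5, outside the group, lay at 16.2%. The genes were called with NT 6 among the NT mice, which disfavors genes in which NT 6 lay near 42.4 mg/kg. The shift of NT 6 therefore says little. For these genes as a set, 2 kinds of result argue against the group as the whole source of the change. They are the shifts of Brush B, the unnumbered WT mouse and pacDNA-Scr B, and the first-set splits with NT 6. Of the 450 genes, 121 stayed changed with all libraries, and of the 428 genes of the first set 100 did. The count was 424 with the sex covariate, a score that also varies with *Xist* among females. It was 439 with the number of genes detected at equal depth as a covariate. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change was 0.166 with mRNA length and 0.00928 with GC content (99.4% of the genes have both), under the limit of 0.3. Without mouse B the count fell to 63 genes, and without A or C it stayed within 1.5 times of 450, so the number of genes rests largely on mouse B.

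Over 16 macrophage markers the median log2 fold change at 42.4 mg/kg was 1.10, at percentile 100 of 10000 matched lists, with 15 of the 16 higher. Over 16 fasting and glucocorticoid response genes it was 1.47, also at percentile 100, with 15 higher. The percentile of this list was extreme in the other groups too, 100 at 5.3 mg/kg (median 0.17) and 99.49 at 21.2 mg/kg (0.09). It was 0.01 with free L9 (−0.32), 0 with Brush (−0.29) and 0.01 with pacDNA-Scr (−0.17). The percentile alone therefore does not set 42.4 mg/kg apart, and its median was the largest in size. The mean marker score was 2.87 ± 0.176 log2 CPM (SD, n = 3) against 2.00 ± 0.194 in NT mice (SD, n = 8; exact two-sided permutation test, p = 0.00606, the smallest possible), and all 3 mice lay above every NT mouse. The response score was 7.31 ± 0.603 against 5.55 ± 0.240, with the same exact p and all 3 mice above every NT mouse. RNA from macrophages and a fasting or glucocorticoid response may each account for part of the 400 genes. The tests do not separate an effect of the dose from the condition of the 3 mice at dissection, and the group of libraries and the dependence on mouse B remain, so an effect of the dose on these genes is a hypothesis.

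At 21.2 mg/kg 9 genes were changed against NT, all higher, where the paper gives fold changes against NT for the genes of Table S3 only. Named after their values were seen, they are *Mpeg1*, *Wfdc17*, *Lyz2*, *Ms4a7*, *Ctss*, *Hal*, *Hpse*, *Trem2* and *Cd68*, with log2 fold changes from 1.60 to 3.63 and padj from 0.000366 to 0.0426. All 9 were also changed at 42.4 mg/kg in the same direction, in a comparison with the same NT mice. Of 100 splits, 2 gave as many genes, the real one and the split that grouped 21.2 mg/kg C with NT 7 and NT 8, the second deposited set, which gave 3933. That split holds second-set libraries only, whereas 1 of the 3 mice at 21.2 mg/kg is of that set. Its count shows that the sets differ, but not that the set gives the 9 genes. Splits without NT 7 and NT 8 together gave at most 1 gene. Among them, 21.2 mg/kg A and B with NT 7, with 1 second-set library as in the real split, gave 0. With the deposited set as a covariate 12 genes were changed, all higher, and in the first set alone, with fewer animals (21.2 mg/kg A and B), 2, *Mpeg1* and *Wfdc17*. The macrophage markers, which include none of the 9 genes, had a median log2 fold change of 0.89, at percentile 100 of the matched lists, and were higher in 13 of 16 cases. The marker score was 2.58 ± 0.431 (SD, n = 3; exact two-sided permutation p = 0.0182 against NT, smallest possible 0.00606), above every NT mouse in 2 of 3 mice. RNA from macrophages is a candidate explanation for the 9 genes. With the deposited set as a covariate all 9 stayed changed, which together with the splits argues against the set as their source. The lower count in the first set alone comes with fewer animals, so it does not decide this. The score lay above every NT mouse in 3 of 4 mice at 5.3 mg/kg (exact permutation p = 0.00606), 2 of 2 with Brush, 1 of 2 with pacDNA-Scr and 0 of 3 with free L9 (exact permutation p = 0.267). A response to the polymer, which all of these except free L9 share, is therefore a hypothesis. Differences between the treated groups were not tested.

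Free L9 changed 22 genes against NT, all higher, which the paper does not report. Log2 fold changes ran from 1.61 to 13.26 and padj from 0.000216 to 0.0481. Pseudogenes made up 18 of the 22 (81.8%), against 10.8% in matched lists, a ratio of 7.59. The other 4, named after their values were seen, are the mitochondrial tRNA genes *mt-Ts1* and *mt-Tq*, *Adrm1b* and *Ndufb4b*. Of the 22, 0 were changed at 42.4 mg/kg. As many genes or more were called in 9 of 100 splits, and each of the 8 besides the real one held free L9 B or C. The split that grouped free L9 C with NT 7 and NT 8, all of the second deposited set, gave 2668, so the sets differ. Free L9 A and B with NT 7, with 1 second-set library as in the real split, gave 0. Every split fitted with free L9 C gave at least 10 genes, with first-set NT mice too (16 with NT 1 and NT 3). Splits with neither free L9 B nor C gave 0, and free L9 B with NT 4 and NT 7 gave 307. The splits thus tie the count to single libraries, from which the treatment cannot be told apart. With the first set alone the count rose to 354, of which 205 were higher and 149 lower, so the single direction depends on the setting. DESeq2 gave 31 higher and 13 lower, and the deposited set as a covariate 134 higher and 31 lower. With the 9 libraries named by group and running number as a covariate, all libraries gave 22 genes, all higher, and the first set 0, with 2590 at an unadjusted p under 0.05. Free L9 A and B are both in that group. Without free L9 C, and with no covariate, the count was 314, the farthest of the counts with 1 of the 3 libraries left out. Reads shared between genes and near-identical copies, and the weight of single libraries, may account for the 22 genes, and an effect of free L9 cannot be told apart from them. Free L9 B held fewer genes than any other library at equal depth. Its 10 genes with the most counts took 29.7% of them (Wilson 95% interval 29.71% to 29.75%), against 18.9% to 26.6% elsewhere, which may lower the number of genes seen in part. WT 1, with 26.6%, held 20119 genes at equal depth, so this share alone does not account for the low number. Mitochondrial genes took 22.3% of the counts in free L9 B (Wilson 95% interval 22.30% to 22.34%) and at most 13.3% elsewhere, for which no cause was tested. Its total of 16782911 counts lay within the range of the other libraries. No biological explanation was tested for free L9 B.

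In groups of 4 to 10 animals, the gap of the highest or lowest animal to its neighbor was compared with the range of the group by Dixon's criterion, and 7 of 50 such comparisons exceeded the 95% critical value, where chance gives about 1 in 20. WT 1 lay apart from the other WT mice in *Myo1a* (2.07 CPM, others 0.337 to 0.600), *Actc1* (3185 CPM, others 195 to 696) and *Acta1* (50642 CPM, others 36081 to 40217). WT 1 is the only male WT mouse, so within WT its sex cannot be told apart from the animal. Among NT mice, 4 males and 4 females, the smallest exact two-sided permutation p of the 3 genes was 0.2 (*Myo1a*, 0.41 higher in males on the log2 scale, smallest possible p 0.0143), which gives no sign of a difference between the sexes. Counts of *Actc1* were 6.29% of those of *Acta1* in WT 1 and 0.524% to 1.89% in the other WT mice, so a share of *Acta1* reads assigned to *Actc1* that is the same in all libraries does not account for it. Over the 5 of 10 heart markers with enough counts, the mean in WT 1 was 2.22 log2 CPM, within the 2.08 to 2.98 of the other WT mice. The difference from the highest of them was −0.761. Of the 5 markers 1, *Tnnt2*, was highest in WT 1 (3.76 CPM, others 1.01 to 3.54), and *Myh6* and *Sbk2* lay below all others. The markers as a set were thus not raised in WT 1, which goes against RNA from the heart. A difference between animals remains, for which no biological explanation was tested. Without WT 1 the log2 fold change of *Actc1* between NT and WT was −3.42. NT 6 lay apart in *Myo1a* (58.6 CPM, others 22.3 to 36.8) and *Ddit4* (48.8 CPM, others 6.51 to 13.4), NT 3 in *Lrrc38* (36.3 CPM, others 23.9 to 29.3) and NT 5 in *Hmga2-ps1* (14.5 CPM, others 5.77 to 9.16). NT 6 is the NT mouse among the 9 libraries named by group and running number. No explanation was tested for these 4.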

How the results depend on the processing

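The model, the comparisons, the thresholds, the rule for naming genes and the alternatives were set before the data were examined, apart from 7 settings chosen after the data had been seen. These are models without the 5 libraries that list no mitochondrial counts, with those libraries as a covariate, or with the number of genes detected at equal depth as a covariate, a covariate for the 9 libraries named by group and running number (the name covariate), in all libraries and in the first set, and DESeq2 on the first deposited set alone, with and without apeglm. For every change given here, the cause was not tested.

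Between NT and WT, 419 genes were changed. The count was 264 with at least 10 counts required in every library, 1112 with DESeq2 and 871 without the fold-change limit, and stayed within 1.5 times under the other 15 alternatives. It ran from 348 to 421 across the 13 fits that each left out 1 animal. At 42.4 mg/kg against NT the count of 450 became 1339 with DESeq2 (522 higher, 817 lower, the reverse of 336 and 114), 707 with DESeq2 on the first set (446 higher, 261 lower), 132 with the name covariate and 110 with it in the first set. It stayed within 1.5 times under the other 12 and ran from 63 to 448 with 1 animal left out. DESeq2's calls included 417 of the 419 and 447 of the 450. Corrected genes numbered 72 with at least 10 counts, 187 with the name covariate, 191 with it in the first set and 694 with DESeq2, stayed within 1.5 times of 124 under the other 12 alternatives, and ran from 97 to 172 with 1 animal left out.

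At 5.3 mg/kg the count of 0 became 1 with DESeq2 (*Mpeg1*, named after its value was seen), and 0 genes were changed in all 12 fits that left out 1 animal, with 250 at an unadjusted p under 0.05 in the model of all animals. At 21.2 mg/kg the count of 9 fell to 5 with at least 10 counts in every library (*Lyz2*, *Cd68*, *Hal*, *Mpeg1* and *Ctss*, named after their values were seen), 2 with the first set only or with the name covariate in it, 2 without the 5 libraries and 0 with only the groups compared in the model. It rose to 16 with DESeq2 and ran from 2 to 10 with 1 animal left out. With free L9 the count of 22 was 14 without a filter, 7 with at least 10 counts, 10 with sex as a covariate, 0 with the name covariate in the first set and 0 with only the groups compared. It was 354 with the first set only, 165 with the deposited set as a covariate, 397 without the 5 libraries, 1603 with these as a covariate, 44 with DESeq2 and 1219 with DESeq2 on the first set, and ran from 13 to 314 with 1 animal left out. With Brush the count of 0 became 120 with DESeq2 and 5 with DESeq2 on the first set (*Lyz2*, *Hal*, *Mpeg1*, *Slc37a2* and *Wfdc17*, named after their values were seen), and with pacDNA-Scr it became 135 with DESeq2. Both stayed at 0 with 1 NT mouse left out. Leaving out a Brush or pacDNA-Scr mouse leaves a single animal, so no genes were called.

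Of the pairs of gene and dose of Table S3, 0 passed the threshold. DESeq2 called 1, *Tcf4* at 42.4 mg/kg, and the other 15 alternatives and the 18 fits with 1 animal left out called 0. The log2 fold change of *Tcf4* at 42.4 mg/kg was −0.46 with DESeq2 (padj = 0.0362) and −1.96e-05 with apeglm (padj = 0.0350). Over the 18 alternatives it was lower than in NT each time, with padj from 0.0350 to 0.748, and with 1 animal left out it ran from −0.54 to −0.32 with padj above 0.05. That of *Gtf2b* stayed above 0 and its padj above 0.05 under all 16 alternatives and all 11 fits with 1 animal left out. With apeglm the sign at 42.4 mg/kg reversed for *Rpl14* (−3.16e-07), *Sdc3* (−1.46e-07) and *Mapkap1* (−2.55e-07), values close to 0. With apeglm on the first set it reversed at 42.4 mg/kg for *Sdc3* (−0.0250), *Mapkap1* (−0.00211) and *Dap* (−0.0132). At 5.3 mg/kg it reversed for *Dmpk* (1.06e-06), *Ltbp3* (3.53e-06), *Tnfrsf22* (4.31e-08), *Mapkap1* (3.15e-06) and *Dap* (2.78e-06), and at 21.2 mg/kg for *Ltbp3* (3.08e-06) and *Map3k4* (7.64e-06).

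The share of scores below 0.5 at 42.4 mg/kg was 5.97% on the log2 scale and 56.2% on DESeq2's list, where 193 genes had no counts in WT mice and at 42.4 mg/kg, and ran from 10.5% to 14.2% with 1 animal left out. The position at 5.3 mg/kg, lower than in held-out NT mice, was higher than in NT with NT mice not held out (1.64%) and in the first set (8.45%), and ran from −1.32% to 4.53% with 1 animal left out. The position at 21.2 mg/kg was also lower than in NT and became higher with NT mice not held out (2.96%), with the median over genes (3.75%) and in the first set (5.97%), and ran from −0.864% to 5.41%. NT mice that are not held out lie at 0% by construction. None of these differences at 5.3 or 21.2 mg/kg passed the exact permutation test. The position at 42.4 mg/kg stayed below that of NT mice under all 5 alternatives, with an exact permutation p of 0.0121 with library size alone (−4.08%) and 0.0238 in the first set (−4.14%), from 0.0121 to 0.2 over the alternatives, and it ran from −6.59% to −1.63% with 1 animal left out. With free L9 the position was above that of NT mice under all 5. Its exact permutation p was 0.0182 with NT mice not held out (10.9%) and 0.0242 with library size alone (13.4%). Over the alternatives the exact permutation p ran from 0.0182 to 0.464, and the position ran from 6.94% to 14.4% with 1 animal left out. Over the genes lower in NT alone, free L9 lay at 4.47%, below the 7.89% of held-out NT mice.

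Among 89 further results, of single genes or other groups, 24 changed under some alternative, with 27 values weaker, 5 moved and the 13 reversed signs above, out of 486. With 1 animal left out, 12 of 27 such results changed. Genes below the filter, 17518 being tested of 56748, could not be assessed at this depth, and at least 10 counts in every library left no value for some named genes.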

Differences from the paper's values

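None of the alternatives described here was chosen for closeness to the paper's values. DESeq2 and apeglm shrinkage on all libraries were set before the data were examined, and both on the first deposited set alone were chosen after seeing the values.

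For *Tcf4* at 42.4 mg/kg the paper's padj is 0.0341 in Table S3 and the value here was 0.129. With DESeq2 it was 0.0362 and with apeglm 0.0350, both within 1.5 times of the paper's value, and no other alternative set before the data were examined closed the gap. Over all alternatives the padj ran from 0.0350 to 0.748. In the paper's Table S3, 1 pair of gene and dose is past the threshold and here 0 were, with 5 at an unadjusted p under 0.05. DESeq2 called 1, and no other alternative set before the data were examined did.

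The paper's top 25% of genes by recovery score holds 160 genes and the list here held 105. The size is 25% of the genes called between NT and WT under each setting. The list was within 1.5 times of the paper's with the first deposited set only (108), the deposited set as a covariate (113), only the groups compared in the model (123) and no fold-change limit (218). It was not with DESeq2 (278), DESeq2's size factors in edgeR or no robust estimation (105 each), library size alone (100), no filter on low counts (95), at least 10 counts in every library (66), sex as a covariate (106) or the replicate block (82), nor with any 1 animal left out. DESeq2 on the first deposited set, chosen after seeing the values, gave 136.

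The log2 fold changes of 26 pairs of gene and dose differ from those of Table S3 by more than the standard error or in sign. For these pairs the other settings run were DESeq2 and apeglm. At 5.3 mg/kg, *Bpgm* is at the paper's −0.027 and here at −0.28, *Bri3bp* at the paper's −0.019 and 0.0245 here, *Notch4* at the paper's −0.003 and 0.0237 here, and *Ptbp1* at the paper's 0.001 and 0.22 here. *Armcx6* is at the paper's 0.04 and 0.43 here, *Tnfrsf22* at the paper's 0.006 and −0.31 here, *Fgd4* at the paper's −0.006 and −0.26 here, *Mapkap1* at the paper's 0.012 and −0.01 here, and *Dap* at the paper's 0.004 and −0.11 here.

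At 21.2 mg/kg, *Papss2* is at the paper's 0.025 and 0.34 here, *Bpgm* at the paper's −0.05 and −0.29 here, *Dmpk* at the paper's −0.003 and 0.0511 here, *Rpl14* at the paper's 0.004 and −0.23 here, and *Ptbp1* at the paper's −0.04 and −0.23 here. *Armcx6* is at the paper's 0.018 and −0.19 here, *Mllt3* at the paper's 0.007 and −0.13 here, *Txlnb* at the paper's 0.043 and 0.25 here, *Tnfrsf22* at the paper's −0.002 and −0.47 here, and *Mapkap1* at the paper's 0.039 and 0.14 here.

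At 42.4 mg/kg, *Notch4* is at the paper's 0.014 and 0.40 here, *Ptbp1* at the paper's −0.009 and −0.22 here, *Armcx6* at the paper's −0.091 and −0.93 here, and *Mllt3* at the paper's −0.162 and −0.34 here. *Tnfrsf22* is at the paper's −0.04 and −0.67 here, *Mapkap1* at the paper's −0.007 and 0.0103 here, and *Dap* at the paper's −0.012 and 0.0415 here.

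With apeglm shrinkage, set before the data were examined, 16 of the 26 fall within the paper's values: *Bpgm*, *Ptbp1*, *Armcx6* and *Fgd4* at 5.3 mg/kg, *Papss2*, *Bpgm*, *Ptbp1*, *Txlnb*, *Tnfrsf22* and *Mapkap1* at 21.2 mg/kg, and *Notch4*, *Ptbp1*, *Armcx6*, *Mllt3*, *Tnfrsf22* and *Mapkap1* at 42.4 mg/kg. That setting brought every value under 0.001 in size, so a pair falls within where the sign is the paper's and the paper's value lies within 1 standard error of 0. It does not show that the setting gives the paper's log2 fold changes. With apeglm on the first deposited set, chosen after seeing the values, these and 4 more do, *Tnfrsf22*, *Mapkap1* and *Dap* at 5.3 mg/kg and *Dap* at 42.4 mg/kg. In that setting all 21 values at 42.4 mg/kg lay beyond 0.001 in size, with *Tcf4* at −0.31 and the paper's at −0.365. Their Pearson correlation with the paper's values was 0.878 (Spearman 0.904), against 0.591 (Spearman 0.883) for edgeR. With apeglm on all libraries it was 0.867 (Spearman 0.849), so the Pearson correlation hardly sets the first set apart. At the lower doses 0 of the 42 values with apeglm on the first set lay beyond 0.001, where 41 of the paper's do. DESeq2 without shrinkage brings 1, *Mapkap1* at 42.4 mg/kg, within the paper's value. None of these settings does so for 6 pairs: *Bri3bp* and *Notch4* at 5.3 mg/kg and *Dmpk*, *Rpl14*, *Armcx6* and *Mllt3* at 21.2 mg/kg.

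The paper states that the treated group of the heatmap in Fig. 4D lay closer to WT than to NT, while here 53 of the 105 genes of the top 25% had a recovery score below 0.5, with a median of 0.489, so the genes lay about as close to the one as to the other. Of the 147 genes of the paper's own table that were tested, 83 scored below 0.5, with a median of 0.461, and in the top 25% of DESeq2 on the first deposited set, chosen after seeing the values, 83 of 136 did, with a median of 0.436. These 2 lists lie on the side that the paper states. Over all 419 genes, which the statement does not cover, the position of the 3 mice was −4.08%, on the side of NT away from WT. It states that recovery extended to the low-dose cohort for genes of processes low in NT, while over the genes lower in NT the mice at 5.3 mg/kg lay at 9.43% of the way to WT and held-out NT mice at 7.89%. The runs of CTG in the annotation are longer than those in Supplementary Table S3 for *Dmpk* (3 units) and *Armcx6* (12 units) and shorter for *Notch4* (4 units). In Supplementary Table S1, 86 of 110 distinct symbols given an ID are paired with the ID of another gene.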

Other observations

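Chosen only after the result was seen were the tests of pseudogenes in the second deposited set, of the lowest recovery scores in sets of 3 NT mice and of the share of the change at 42.4 mg/kg seen in other groups. The other tests given here were chosen before their results were seen.

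The 6 libraries of the second deposited set lay apart from all others on the first principal component. In this set 1140 genes held counts that were almost absent from the first set. Of these, 31.6% had at least 50% of their exon bases inside exons of the opposite strand, against 1.94% of genes of equal level counted in both sets, a ratio of 16.3. Pseudogenes made up 11.8%, against 1.87%, a ratio of 6.33. Both values are in line with counting that ignored the strand and that shared reads among near-identical copies, and the processing of the reads may thus have differed between the sets. The set holds libraries of 4 conditions, so no biological explanation was tested.

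Other splits were also fitted for the remaining comparisons. The real split into NT and WT was compared with the splits that part as many same-numbered animals, and 1 of these 80, the real one, gave as many genes as 419. The next gave 10, and the 20 splits that part fewer such pairs gave 0. With sex as a covariate 421 genes were changed. At 5.3 mg/kg, where 0 genes were changed and 250 had an unadjusted p under 0.05, every split, 100 of 100, gives at least 0 genes, so the splits carry no information there. As many corrected genes as at 42.4 mg/kg were counted in 90 of 100 splits.

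Corrected genes and recovery scores may reflect the size of the group and the choice of genes. In 53 of 56 sets of 3 held-out NT mice, the share of corrected genes was as large as at 42.4 mg/kg on the same list, so loss of significance in a group of 3 untreated mice is enough to give that share. A share of scores below 0.5 as large as at 42.4 mg/kg was found in 4 of the 56 sets, above the limit of 1 in 20, so a part of this difference cannot be told apart from the choice of genes on the NT mice. The median score of the top 25% was as low as at 42.4 mg/kg in 2 of 56 sets, with means of 0.569 for NT and 0.454 for 42.4 mg/kg, and in 1 of the 20 sets whose 3 held-out mice were all of the first deposited set. The sets share animals and are not independent. Over the genes lower in NT, the position of the 5.3 mg/kg mice did not differ from that of held-out NT mice (exact two-sided permutation test, p = 0.828), which leaves the choice of genes on the NT mice as a candidate explanation for their distance from 0.

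The direction of the 450 genes changed at 42.4 mg/kg was compared with the difference between WT and NT, with separate NT mice in the 2 comparisons. Across genes, which are not independent replicates, the correlation was −0.0501 with odd-numbered NT mice against 42.4 mg/kg and −0.225 with even-numbered ones. Shared NT mice push this correlation up, so they could not have accounted for a negative sign whatever the outcome. The genes were called with all NT mice, and the first value is close to 0. In the direction from NT to 42.4 mg/kg over genes called with odd-numbered NT mice (157 genes), in percent of the change at 42.4 mg/kg, WT mice lay at −8.77, 5.3 mg/kg at 7.55, 21.2 mg/kg at 15.6, free L9 at −10.8, Brush at 7.13 and pacDNA-Scr at 1.25. With even-numbered NT mice (207 genes) these were −18.1, 7.89, 15.2, −19.4, 11.1 and −3.32. Differences between these groups were not tested.

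The mean level of 7 immediate early genes was 4.05 ± 1.14 log2 CPM in NT mice (SD, n = 8) and 3.04 ± 0.529 in WT mice (SD, n = 5; exact two-sided permutation test, p = 0.0917). The difference divided by the larger SD was 0.889, so the spread within a group exceeded the difference, in line with handling of single animals at dissection. At 42.4 mg/kg the mean was 4.09 ± 0.209 (SD, n = 3). Among the set, *Atf3* alone had a padj under 0.05 between NT and WT (log2 fold change 3.01, standard error 0.55, padj = 0.00119), and all 8 NT mice lay above all 5 WT mice.

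Messenger RNAs with a perfect match to L9 could fall if L9 acted on them. Over 2445 genes with at least 1 match, the median log2 fold change at 42.4 mg/kg lay at percentile 25.5 of lists matched on mRNA length, GC content and expression, −0.00422 below their mean, so no fall beyond matched genes was seen and an effect of the carrier could not be weighed against it. The percentiles were 33.8 at 5.3 mg/kg, 99.96 at 21.2 mg/kg, 0.47 with free L9, 99.34 with Brush and 91.29 with pacDNA-Scr. Between NT and WT mice, where no L9 was given, the same list lay at percentile 0.36, so a low percentile arises without L9. Over 238 genes with 3 or more matches, the percentile was 36.7 with free L9, 55.36 at 42.4 mg/kg and 98.58 at 21.2 mg/kg.

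Of the genes of the splicing panel in Fig. 3, 4 had a padj under 0.05 between NT and WT in edgeR's test at the level of whole genes. *Clcn1*, the gene of the muscle chloride channel, had a log2 fold change of −0.87 (standard error 0.18, padj = 0.00349) and *Pdlim7* one of −1.71 (standard error 0.32, padj = 0.00138), both lower in all 8 NT mice than in all 5 WT mice. *Slain2* (0.39, standard error 0.10, padj = 0.0232) and *Tjap1* (0.80, standard error 0.21, padj = 0.0195) were higher in NT. At 42.4 mg/kg against NT, *Clcn1* had a log2 fold change of −0.61 (padj = 0.211), *Pdlim7* of 0.24 (padj = 0.841), *Slain2* of −0.02 (padj = 0.966) and *Tjap1* of 0.16 (padj = 0.815). Under 8 of 16 alternatives *Slain2* was no longer past the threshold between NT and WT (padj from 0.00239 to 0.175). Inclusion of exons was not analysed here.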
